# Basement Membrane of Tissue Engineered Extracellular Matrix Scaffolds Modulates Rapid Human Endothelial Cell Recellularization and Promote Quiescent Behavior After Monolayer Formation

**DOI:** 10.3389/fbioe.2022.903907

**Published:** 2022-08-02

**Authors:** Manuela Lopera Higuita, Nicholas A. Shortreed, Surendra Dasari, Leigh G. Griffiths

**Keywords:** extracellular matrix, tissue engineering, cardiovascular diseases, small diameter vessels, cell behavior

## Abstract

Off-the-shelf small diameter vascular grafts are an attractive alternative to eliminate the shortcomings of autologous tissues for vascular grafting. Bovine saphenous vein (SV) extracellular matrix (ECM) scaffolds are potentially ideal small diameter vascular grafts, due to their inherent architecture and signaling molecules capable of driving repopulating cell behavior and regeneration. However, harnessing this potential is predicated on the ability of the scaffold generation technique to maintain the delicate structure, composition, and associated functions of native vascular ECM. Previous de-cellularization methods have been uniformly demonstrated to disrupt the delicate basement membrane components of native vascular ECM. The antigen removal (AR) tissue processing method utilizes the protein chemistry principle of differential solubility to achieve a step-wise removal of antigens with similar physiochemical properties. Briefly, the cellular components of SV are permeabilized and the actomyosin crossbridges are relaxed, followed by lipophilic antigen removal, sarcomeric disassembly, hydrophilic antigen removal, nuclease digestion, and washout. Here, we demonstrate that bovine SV ECM scaffolds generated using the novel AR approach results in the retention of native basement membrane protein structure, composition (e.g., Collagen IV and laminin), and associated cell modulatory function. Presence of basement membrane proteins in AR vascular ECM scaffolds increases the rate of endothelial cell monolayer formation by enhancing cell migration and proliferation. Following monolayer formation, basement membrane proteins promote appropriate formation of adherence junction and apicobasal polarization, increasing the secretion of nitric oxide, and driving repopulating endothelial cells toward a quiescent phenotype. We conclude that the presence of an intact native vascular basement membrane in the AR SV ECM scaffolds modulates human endothelial cell quiescent monolayer formation which is essential for vessel homeostasis.

## 1 Introduction

Diseases of small diameter blood vessels (i.e., < 6 mm) such as coronary artery diseases and peripheral vascular diseases affect over 25 million people in the United States (Fryar et al., 2012; Benjamin et al., 2019). While a wide array of treatments have been evaluated, the use of autologous tissues for vascular bypass remains the standard of care for small diameter vessel diseases, with over 4.2 million people undergoing vascular grafting every year (Slovut and Lipsitz, 2012; Alexander and Smith, 2016). However, lack of suitable autologous grafts due to pre-existing vascular diseases deprive approximately one-third of patients from receiving life-saving vascular grafting (Hillis et al., 2011; Popovic et al., 2013; Taggart, 2013; de Vries et al., 2016; McKavanagh et al., 2017; Tranbaugh et al., 2017). Additionally, for patients with suitable vasculature, autologous tissue harvesting results in increased morbidity and potential for donor site complications (Hillis et al., 2012). The development of an off-the-shelf small diameter vascular graft has the potential to overcome the challenges associated with autologous vessel harvest, providing a solution with sufficient length and unlimited availability applicable for the treatment of vascular diseases in all patients.

Acellular extracellular matrix (ECM) scaffolds derived from xenogeneic vascular tissue have the potential to serve as an ideal source for off-the-shelf vascular grafts. For vascular tissues, in addition to providing structural support, the ECM contains growth factors, proteases, cytokines, proteoglycans, collagens, laminin, fibronectin fibrils, and other biologically active molecules, each of which have the potential to influence repopulating endothelial cell proliferation, differentiation, migration, and apoptosis (Faulk et al., 2014a). The effects of individual native ECM proteins, particularly vascular basement membrane components, have been extensively researched and shown to modulate advantageous endothelial cell behaviors, with the potential to mediate rapid monolayer formation and drive endothelial cells toward a quiescent phenotype (Morrissey and Sherwood, 2015). Laminin for instance, has been demonstrated to mediate human endothelial cell differentiation into capillary-like structures, while collagen IV (Col IV) has been demonstrated to influence endothelial cell adhesion and migration (Xing et al., 2021). While independent individual effects of important basement membrane proteins on endothelial cell behavior have been documented by previous *in vitro* studies, such single molecule studies fail to recapitulate the structural organization and compositional complexity of native vascular basement membranes. Determining the combined effect of these complex ECM factors on endothelial cell behavior in intact ECM scaffolds has not been possible due to the inability of de-cellularization methods to retain native ECM protein structure, composition, and function (Crapo et al., 2011). In particular, disruption of delicate endothelial basement membrane components (e.g., collagen IV, laminin) is very common with de-cellularization approaches, regardless of specific chemicals employed (Faulk et al., 2014b). Additionally, the disruption of ECM proteins caused by tissue processing methods have further implications, as modified ECM proteins have the potential to negatively modulate endothelial cell behavior and lead to cellular dysfunction possibly causing inflammatory syndromes, intimal hyperplasia, thrombosis (Huang and Greenspan, 2012; Lee et al., 2014).

The purpose of this article is to determine the combined effect of ECM basement membrane factors on the endothelial cell behavior by utilizing antigen-removed ECM vascular scaffolds. Antigen removal (AR), unlike the common de-cellularization technique, is a tissue processing method shown to retain the composition and function of ECM proteins, while significantly reducing the antigenic content from xenogeneic tissues (Dalgliesh et al., 2018; Lopera Higuita and Griffiths, 2020a). Specifically, when applied to a small diameter bovine saphenous vein (SV, <3.5 mm diameter), AR tissue processing resulted in the elimination of 98.5% of the tissue antigenic components while retaining the predominant structural, functional, and compositional characteristics of the ECM (Lopera Higuita and Griffiths, 2020a). The retention of the ECM proteins was determined by the extensive characterization of antigen- removed ECM scaffolds in the previous work, where the mechanical properties of the acellular scaffold and the content of elastin, desmosine, collagen, and pyridinaline were all retained compared to untreated tissues (Lopera Higuita and Griffiths, 2020a).

Furthermore, retention of important endothelial basement membrane proteins by the AR tissue processing method suggests that AR-SV scaffolds are an ideal testing material to determine the drivers of endothelial behavior in native ECM. The anisotropic organization of SV (i.e., luminal surface of the vessel, which is lined with basement membrane proteins (BM) and abluminal surface of the vessel, which is mainly composed of loose structural non-basement membrane proteins (e.g., collagen I) (NBM)) allows for the comparison of endothelial cell response in the presence versus absence of basement membrane components, in otherwise identical scaffolds (i.e., processed *via* the same tissue processing method). We hypothesize the presence of basement membrane proteins in the lumen side of the AR-SV vascular graft (i.e., BM side seeding) will: 1) increase the rate at which seeded endothelial cells form a monolayer and 2) drive the quiescence cell behavior once a confluent monolayer is formed, when compared to the endothelial cell response in the absence of such proteins (i.e., NBM side seeding).

## 2 Materials and Methods

All chemicals were purchased from Sigma-Aldrich (St. Louis, MO) unless otherwise stated. All experiments were performed with n = 6 replicates per group, unless otherwise stated.

### 2.1 Tissue Harvest

Fresh bovine saphenous veins (SV) were harvested and processed as previously stated (Lopera Higuita et al., 2021).

### 2.2 Antigen Removal

All ECM scaffold generation steps were performed in 4 ml of solution at RT, 150 rpm, and changed twice daily, unless otherwise stated. Previously frozen SV were thawed, planarized by incising the vessel longitudinally and cut into discs using 14 mm biopsy punches, unless otherwise stated. All chemicals were added to a base buffer solution (0.5 mM Pefabloc, 1% v/v antibiotic antimycotic solution (AAS) in 10 mM Tris–HCl (pH 8.0). Antigen removal (AR) samples (scaffolds) underwent sarcomeric relaxation (3% amidosulfobetaine-16 (ASB-16), 120 mM potassium chloride (KCl), 4 mM MgCl_2_, 4 mM EDTA, 5.88 mM Na-ATP, 10 mM 2,3 Butanedione monoxime (BDM), 0.5 mM Pefabloc, and 1% AAS in 10 mM Tris–HCl, pH 7.6) twice for 30 min each. Relaxed veins were incubated in a lipophilic protein solubilization solution (3% ASB-16 in 100 mM dithiothreitol (DTT), 2 mM MgCl_2_, and 600 mM KCl, in the base buffer) for 48 h. AR-scaffolds underwent sarcomeric disassembly by washing in the base buffer twice for 15 min, followed by incubation in 50 nM Latranculin B (Cayman Chemical, Ann Arbor, MI) in the base buffer for 2 h; washed again with the base buffer twice for 15 min and incubated for 2 h in 0.6 M KCl in the base buffer; washed a final time with the base buffer twice for 15 min and incubated 2 h in 1 M potassium iodine (KI) in base buffer, followed by overnight incubation in the base buffer alone. The KCl and KI steps were repeated the next day, followed by overnight incubation in the base buffer. Scaffolds were then placed in the lipophilic protein solubilization solution for 48 h, followed by 24 h incubation in the hydrophilic protein removal solution (100 mM dithiothreitol (DTT), 2 mM MgCl_2_ and 600 mM KCl, in base buffer). Subsequently, scaffolds underwent 24 h of nuclease digestion (10 Kunitz units/mL DNase I, 15 Kunitz units/mL RNase A, 0.5 mM Pefabloc, 1% AAS, 0.15 M NaCl, 5 mM MgCl_2_–6H_2_O in 10 mM Tris–HCl, pH 7.6) and 96 h of washout in the base buffer at 4°C (Supplementary Figure S1).

### 2.3 EC Recellularization

Human aortic endothelial cells (hAECs), GFP-labeled hAECs (GFP-hAECs), human umbilical vein cells (HUVECs), and GFP-labeled HUVECS (GFP-HUVECs, all cells from Angio-Proteomie, Boston, MA) were expanded to P4, unless otherwise stated, in a T-25 flask coated with quick coating solution (Angio-Proteomie) at 37^°^C, 5% CO_2_. Cells were cultured in 7 ml of the endothelial cell growth medium (Lonza, Allendale, NJ) with the solution changed at 24 h after thawing once every 3 days. Cells were lifted using Accutase^®^ solution, hAECs were re-seeded on scaffolds at a cell seeding density of 450 cells/mm^2^ and HUVECs were re-seeded at a cell density of 600 cells/mm^2^, unless stated otherwise and cultured under the same conditions. Before cell seeding, all the scaffolds were incubated in 1% AAS in endothelial cell media overnight.

### 2.4 Endothelial Cell Migration Plus Proliferation Assay

Endothelial cell migration and proliferation assay was performed by seeding hAECs as a 3.5 mm disc of cells in the center of 1 × 1 cm square scaffolds in 24-well plates. Scaffolds were generated using 6 ml of the corresponding AR solutions. Scaffolds were sutured on to high temperature foam to allow the cell-seeded scaffolds to float in an inverted orientation (i.e., cell-seeded side of the scaffold facing the bottom of the plate) on top of the culture media. The high temperature foam also resisted the effect of cell traction or scaffold recoil on the scaffold during culture, thereby keeping the scaffolds planarized throughout the experiment. Additionally, these culture conditions allowed for inverted microscopy imaging of GFP-labeled cells at multiple time points without disrupting the scaffolds or seeded cells. A 3.5 mm diameter glass cylinder was used to seed GFP-hAECs in a circular shape in the center of the scaffold. Cells were allowed to adhere for 6 h in 50 µL of cell culture media. Following adhesion, the glass cylinder was removed, 500 µL of cell media was added, and cells were monitored using inverted microscopy (Nikon Eclipse Ts2R, Minato City, Tokyo, Japan) at days 1, 4, 8, 12, 16, and 20, with the culture media being changed every other days. To obtain images of the entire scaffolds, 20–30 images were taken from each scaffold at 4 x and arranged using the microscope stitch function. The combined effect of hAEC migration and proliferation was estimated using the non-directional mean migratory distance. This was calculated by measuring the total area covered by cells, fitting a circle of equivalent area, and extracting its radius using MATLAB (MATLAB^®^, The MathWorks, Inc., Natick, MA).

### 2.5 Endothelial Cell Migration Assay (Proliferation Inhibited With Mytomiocin)

For the endothelial cell migration assay, 1 × 1 cm scaffolds were generated using 6 ml of the corresponding AR solutions. Scaffolds were sutured on to high temperature foam and the cell culture was undertaken in 24-well plates. A glass cylinder 3.5 mm in diameter was used to seed the GFP-hAECs in a circular shape. The cells were allowed to adhere for 6 h in 50 µL of the cell media. After adhesion, the cells were unconfined and treated with 1 μg/ml of proliferator inhibitor (Mitomycin C) in 300 µL of the media for 48 h. Following 48 h of incubation, cell were imaged using inverted microscopy (Nikon Eclipse Ts2R, Minato City, Tokyo, Japan) at days 3, 6, and 10 post seeding. Migration was determined by the mean migratory distance obtained as described in Section 2.4.

### 2.6 Endothelial Cell Proliferation Assay (*via* FUCCI Staining)

For the endothelial cell proliferation assay, 1 × 1 cm scaffolds were generated using 6 ml of the corresponding AR solutions. The scaffolds were sutured on to high temperature foam, to avoid scaffold recoil, and the cell culture was undertaken in 24-well plates. The hAEC cells were transfected using the Premo FUCCI Cell Cycle Sensor (ThermoFisher Scientific, Waltham, MA) following the manufacturer’s protocols. Briefly, early passage (P2) hAECs were seeded on to six well tissue culture plastic coated with a quick coating solution (Angio-Proteomie) at a 50% confluency rate, in 3 ml of media and allowed to adhere overnight. After cell adhesion, hAECs were treated with 120 particles per cell (PPC) of Premo FUCCI in 500 µL of the cell media overnight. After transfection, cells were detached and seeded onto scaffolds using a 12 mm internal diameter stainless steel cylinder at a density of 250 cell/mm^2^ (i.e., ∼50% confluency) in 500 µL of the media and allowed to adhere overnight. After 12 h of post-seeding, the proliferating cells were counted using inverted microscopy (Nikon Eclipse Ts2R, Minato City, Tokyo, Japan).

### 2.7 Histology

Sample sections were stained with Hematoxylin and Eosin (H&E), Verhoeff van Gieson staining (VVG), and Picro–Sirius Red (PSR). Collagen birefringence was measured from PSR slides using polarized light and the percentage area of collagen polarization was calculated. For immunofluorescence staining of adherence junctions and cell polarization, antigen retrieval was performed *via* a heat-mediated sodium citrate buffer (10 mM Sodium citrate, 0.05% Tween 20, pH 6.0) and non-specific binding was blocked. For adherence junction staining, slides were incubated in rabbit anti–VE cadherin and mouse anti-β-catenin primary antibodies (11 μg/ml, 5 μg/ml respectively, Abcam, Cambridge, MA). For cell polarization, slides were incubated with mouse anti-podocalyxin (PODXL) and rabbit anti-collagen IV antibody (1:100, 1:200, respectively, Abcam). Fluorescent anti-mouse secondary antibody (1:200, Abcam) tagged with Alexa Fluor 546, anti-rabbit secondary antibody tagged with Alexa Fluor 647 (1:200, Abcam), and DAPI (ProLongTM Gold antifade reagent with DAPI, Invitrogen) were used for visualization.

For bovine laminin and collagen IV staining, sections were deparaffinized and antigen retrieval was performed *via* proteinase K (DAKO, Carpinteria, CA) at room temperature. Bovine laminin was stained using a rabbit anti-laminin antibody (1:20, Invitrogen, Carlsbad, CA). Collagen IV was stained using a rabbit anti-collagen IV antibody (1:200, Abcam). The fluorescent anti-rabbit secondary antibody tagged with Alexa Fluor 647 (1:200, Abcam) and DAPI (ProLongTM Gold antifade reagent with DAPI, Invitrogen) was used for visualization. For all stains, the slides were imaged using a Nikon Eclipse E600 microscope (Nikon, Minato City, Tokyo, Japan) and digital images were collected.

### 2.8 Human Laminin Production by Seeded Human Cells

For human laminin quantification, scaffolds seeded with hAECs at 100% confluency were fixed in 10% buffered formalin at day 4, embedded in paraffin, and 4 µm sections mounted on glass slides. Sections were de-paraffinized and antigen retrieval was performed *via* proteinase K (DAKO). Samples were stained using the rabbit anti-laminin antibody (1:200, Abcam). The fluorescent anti-rabbit secondary antibody tagged with Alexa Fluor 647 (1:200, Abcam) and DAPI (ProLongTM Gold antifade reagent with DAPI, Invitrogen) was used for visualization. Slides were imaged using a Nikon Eclipse E600 microscope (Nikon, Minato City, Tokyo, Japan) and the digital images were collected. Human laminin intensity per cell was measured for all cells in n = 6 scaffolds *via* NIS-Elements software (Nikon, Tokyo, Japan).

### 2.9 Endothelial Cell Activation/Quiescence Assessment by RNA-Sequencing

For cell activation/quiescence assessment by RNA-sequencing, hAECs were seeded at 100% confluency onto the basement membrane side of AR scaffolds (area of 1.9 cm^2^) or seeded directly into the wells of a tissue culture plate (area of 1.9 cm^2^—24-well plate). All cells were seeded at the same initial time point, after 6 h the cells seeded onto tissue culture plastic were treated overnight with either 1 µM simvastatin, 5 ng/ml TNFα, or left untreated (Control). After an overnight treatment or incubation, RNA was extracted *via* a Qiagen RNeasy mini kit, according to the manufacturer’s directions. Total RNA concentration and quality were determined using Qubit fluorometry (Invitrogen). Sequencing libraries were prepared using the Illumina TruSeq^®^ RNA Stranded Kit (Illumina, San Diego, CA) following the manufacturer’s instructions. The concentration and purity of the prepared libraries were checked using the Agilent TapeStation D1000 (Agilent Technologies, Santa Clara, CA). Libraries were sequenced at up to eight samples per lane following Illumina’s standard protocol using the Illumina cBot and HiSeq 3,000/4000 PE Cluster Kit (Illumina, San Diego, CA). The flow cells were sequenced as 100 × 2 paired end reads on an Illumina HiSeq 4,000 using the HiSeq Control Software HD 3.4.0.38 collection software (Illumina, San Diego, CA). Base-calling was performed using Illumina’s RTA version 2.7.7 (Illumina, San Diego, CA).

### 2.10 Bioinformatics Analysis of RNA-Seq Data

Raw read data were processed using a previously published MAPR-Seq pipeline and generate gene-wise read count data (Kalari et al., 2014). In brief, the sequencing data were quality controlled using the FASTQC software. Read data were aligned against the human reference genome (GRCh38) using a STAR aligner (Dobin et al., 2013). Gene expression counts were obtained using HTSeq software configured to use RefSeq human transcriptome (version 78) as the reference transcriptome (Anders et al., 2015). Gene-wise read counts observed in each sample were processed using the edgeR software for obtaining differentially expressed genes between any two experimental groups (Robinson et al., 2010). The software was configured to remove any genes with <100 counts in all samples across both groups. Read count data for the remaining genes were normalized using trimmed means of the M-values method. Gene-wise differential expression between the groups was tested using a generalized linear model configured to use negative binomial distribution. Differential expression *p*-values were corrected using the Benjamini–Hochberg method. Genes with an adjusted *p*-value <0.05 and an absolute log2 fold change ≥2.0 were considered as significantly differentially expressed and considered for further analyses.

Differential expression data of each pair-wise comparison were subjected to pathway analyses using two different methods. First, we computed the rank value of each gene using -1*log2 (*p*-value)*sign (fold change). The (gene, rank) pairs of each pair-wise comparison were subjected to gene set enrichment analyses using the PreRanked method encoded in the GSEA software, which was configured to use KEGG, REACTOME, HALLMARK, and BIOCARTA gene set databases for testing the pathway enrichment. Independently, genes that were statistically, significantly, and differentially expressed were utilized for the pathway analysis using the Webgestalt software (Liao et al., 2019). Gene sets or pathways with an adjusted *p*-value of <0.05 were considered to be statistically significant.

Z-scores for each gene were calculated and then subsequently plotted in a heatmap *via* the web-based program Heatmapper (Babicki et al., 2016). Hierarchial clustering was performed for each heatmap based on average linkage measurements.

An independent unsupervised t-distributed stochastic neighbor embedding (t-SNE) analysis was performed by ranking the entire gene expression dataset by decreasing the order of their expression coefficient of variation metric. Top ranking 1,000 genes were utilized for the t-SNE analysis. A list of (gene, eigenvalues) associated with the first two principal components (PCs) were extracted for further analysis. All gene expression analyses were performed using R statistical programming language (version 4.1).

### 2.11 Statistical Analysis

All data were analyzed for outliers using the ROUT method with Q = 1%. Migration plus proliferation data were analyzed using repeated measure 2-way ANOVA with Geisser-Greenhouse and Sidak correction. Migration-only data were analyzed using repeated measure 3-way ANOVA with the Geisser-Greenhouse and Tukey correction. All other data were analyzed with the Mann–Whitney test. All data are expressed as median ± interquartile range (IQR). Statistical significance is defined at *p* < 0.05.

## 3 Results

### 3.1 Antigen Removal Preserves Native Saphenous Veins Composition and Basement Membrane Integrity

Preservation of the native SV structural (e.g., Col I) and basement membrane proteins (e.g., Laminin, Col IV) organization, content, and macromolecular integrity in AR-SV ECM scaffolds was assessed using histology, polarized light microscopy, and immunofluorescence. H&E stained sections demonstrate that AR scaffolds are completely acellular, while native ECM morphology is well preserved both in the luminal and abluminal regions (Figure 1A). VVG-stained sections demonstrate the preservation of native SV elastin and collagen content in AR scaffolds. Elastin fibril organization is preserved, as evidenced by the intact internal and external elastic laminae in AR scaffolds (Figure 1B). Immunofluorescent staining of basement membrane proteins (i.e., Col IV and laminin) demonstrated the retention of native basement membrane component content and organization on the luminal surface of AR-scaffolds (Figures 1C,D). Collagen polarization of PSR-stained sections under polarized light demonstrated the retention of native SV collagen birefringence in AR scaffolds (Figure 1E). Quantification of the collagen birefringence [7.99% (6.24–10.3)] area (Figure 1F), collagen IV [26.46% (22.33–31.6)] area (Figure 1G), and laminin [26.63% (22.8–31.95) area (Figure 1H) remained unchanged when compared to the native SV (collagen birefringence: 9.46% [5.98–11.07] area, *p* > 0.999, collagen IV: 26.73% [23.78–30.66] area, *p* > 0.999, laminin: 26.34% [21.8–30.76], *p* > 0.999).

**FIGURE 1:**
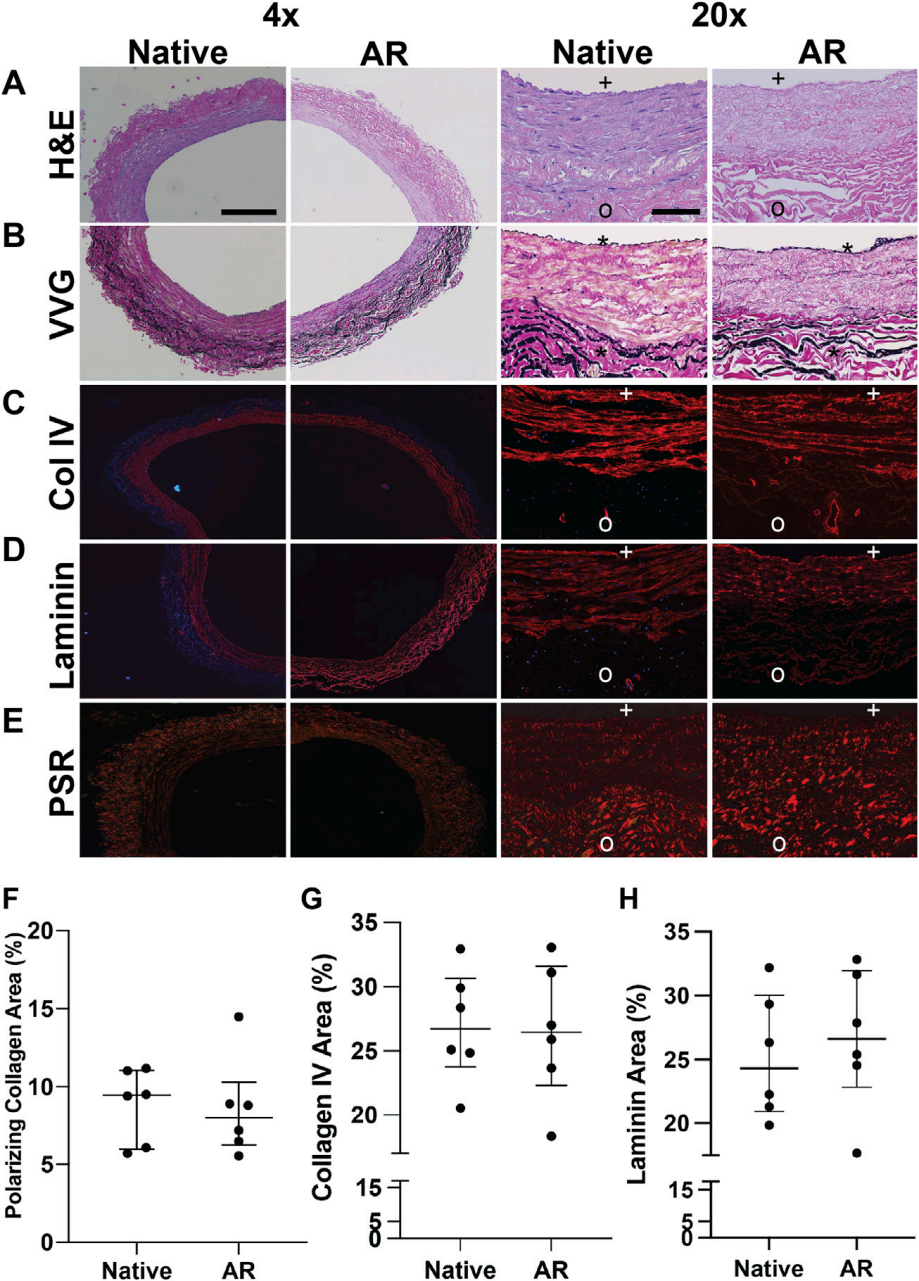
Macromolecular structure and content retention in AR–SV ECM scaffolds. Basement membrane proteins are present in the basement membrane side (BM) of the vessel (marked with + ), and are completely absent in the non-basement membrane (NBM) side (marked with o). H&E images of SV segments demonstrate complete acellularity of AR-scaffolds, while preserving the native collagen content and organization **(A)**. Elastin content and organization assessed *via* Verhoeff van Geison staining (VVG) demonstrate the retention of native SV internal (*) and external elastic laminae in AR-scaffolds **(B)**. Content and organization of basement membrane proteins (Col IV **(C)** and laminin **(D)**) in the basement membrane side of AR-SV ECM scaffolds were unchanged when compared to native tissue. Collagen alignment (PSR and polarized light) and immunofluorescence staining demonstrates the capability of AR tissue processing method of retaining the native SV collagen macromolecular structure and organization **(E)** as assessed by percent birefringence using PSR polarized light **(F)**, percent collagen IV **(G)**, and laminin **(H)**. 4 x images scale bar 200 µm. 20 x images scale bar 50 µm.

### 3.2 Presence of Basement Membrane Proteins Enhances the Rate of Monolayer Formation as Assessed by Endothelial Cell Migration and Proliferation

To determine the effect of basement membrane proteins on the rate of hAEC monolayer formation, proliferation, and migration were assessed for cells seeded in the presence (i.e., basement membrane surface—BM) or absence (i.e., non-basement membrane surface—NMB) of basement membrane proteins. To determine the effect on cell spread due to the combined effect of migration/proliferation, cells were seeded on either the BM or NBM surface of the AR-scaffolds in the same initial seeding diameter (i.e., 3.5 mm disc in the center of a 1 × 1 cm scaffold). While no differences were seen between the two sides at day 1, hAECs seeded on the BM surface covered a larger surface area than those seeded on the NBM surface by 20 days post-seeding (Figure 2A). A quantitative analysis of cell migration/proliferation demonstrated that the cells seeded on the BM surface spread farther each day [0.28 mm/day (0.13–0.37)] when compared to the cells seeded on the NBM surface [0.006 mm/day (0.008–0.01)] at all post-seeding time points [Figure 2B; day 4 (*p* < 0.001), day 8 (*p* < 0.001), day 12 (*p* < 0.05), day 16 (*p* < 0.01) and day 20 (*p* < 0.01)]. The effect of basement membrane presence vs the absence on hAEC migration alone was assessed by inhibiting the proliferation with mitomycin. Migration-only experiments demonstrated a significant difference in the maximal radial distance migrated by treated hAECs seeded on the BM surface (BM Mitomyocin, 0.043 mm/day [0.069–0.015]) when compared to treated hAECs seeded on the NBM surface (NBM Mitomyocin, 0.0032 mm/day [0.022–0.018]) at day 4 (*p* < 0.05) and day 8 (*p* < 0.05) post-seeding (Figure 2C). Inhibition of proliferation did not significantly reduce early (day 4) migration in the presence of basement membrane components. However, at later timepoints, proliferation inhibition decreased the maximal migratory distance (day 8) compared to combined migration/proliferation in the presence of basement membrane proteins. The effect of the basement membrane proteins’ presence vs absence on EC proliferation was assessed using FUCCI staining. Basement membrane presence (i.e., BM surface) resulted in a significantly higher number of proliferating hAECs [73 (62–78) per scaffold, *p* < 0.01] compared to the number of hAECs proliferating following seeding on the NBM surface [42 (Rieder et al., 2004; Gratzer et al., 2006; Jaffe et al., 2008; Martin-Belmonte and Mostov, 2008; Reing et al., 2009; Lampugnani et al., 2010; Bloch et al., 2012; Tousoulis et al., 2012; Lizama and Zovein, 2013; Yeong, 2013; Heo et al., 2015; Iorio et al., 2015; van Dijk et al., 2020) per scaffold, Figure 2D].

**FIGURE 2:**
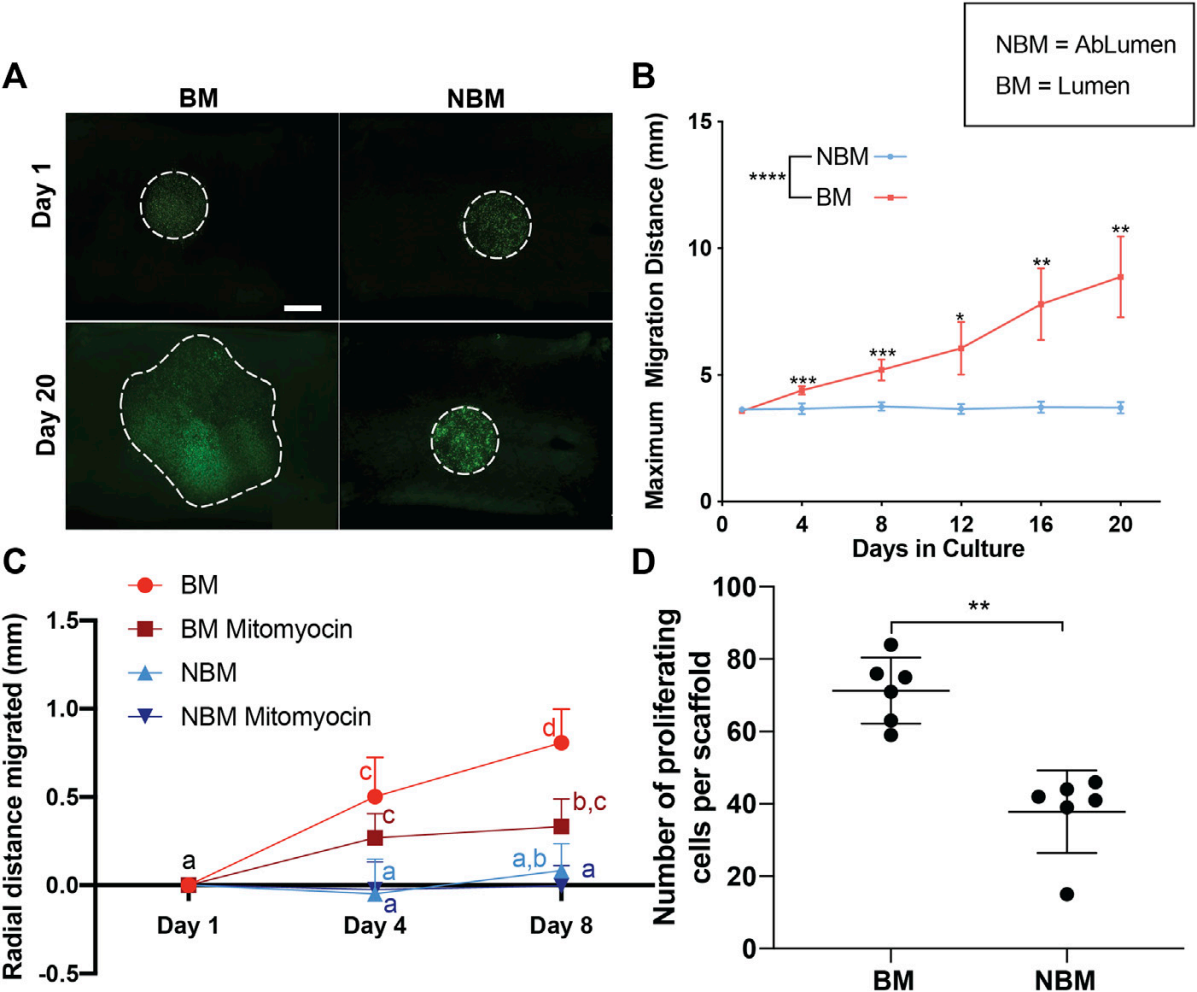
Effects of the presence (BM) versus the absence (NBM) of basement membrane proteins on human aortic endothelial cell (hAECs) migration and proliferation. Inverted microscopy images of GFP-labeled hAECs demonstrate that cells seeded on the BM surface cover a larger surface area than those seeded on the non-basement membrane protein (NBM) surface following 20 days in culture **(A)**. Dashed lines for Day 1 images indicate the initial seeding location of the cells. Dashed lines on Day 20 images indicate the final location of the cells. Due to the uneven surface of the scaffolds and the imaging method (stitch function in microscope Nikon Eclipse Ts2R), different values of cell brightness and focus are present in the images. A quantitative analysis of cell migration distance shows a significant increase in the maximal migration distance for cells seeded on the BM surface versus the NBM surface at all post-seeding timepoints **(B)**. Analysis of cell migration only (i.e., proliferation inhibited with mitomycin) shows a significant difference in the maximal radial distance migrated by treated-hAECs seeded on the BM surface (BM mitomyocin) when compared to treated-hAECs seeded on the NBM surface (NBM mitomyocin) at all timepoints **(C)**. Groups not connected by the same lower case letter are significantly different. Maximal migratory distance following 9 days of culture was reduced by the addition of mitomycin for cells seeded on the BM surface, but not for those seeded on the NBM surface **(D)** Assessment of proliferation only (i.e., FUCCI staining) demonstrated a significantly higher number of proliferating hAECs on the BM surface when compared to the cells in the NBM surface **(D)**. Scale bar A, 5,000 µm * = *p* < 0.05, ** = *p* < 0.01, *** = *p* < 0.001.

### 3.3 Presence of Basement Membrane Proteins Enhance the Endothelial Cell Quiescent Phenotype and Function in a Confluent Monolayer

The ability of basement membrane proteins in AR-SV scaffolds to drive the quiescent behavior of confluent endothelial cells (i.e., seeded as a monolayer) was determined using immunofluorescence and nitric oxide production. Qualitative assessment of human laminin production using immunofluorescence demonstrated that hAECs seeded on the BM side produced less human laminin that those seeded on the NBM surface (Figure 3A). Quantification of human laminin production per cell confirmed significantly lower human laminin production for cells seeded on BM surfaces [392 AU/cell (313.8–497), *p* < 0.05] compared to those on the NBM surface [435.9 AU/cell (338.8–574.2), Figure 3D]. Representative images of the immunofluorescence staining demonstrated apical polarization of podocalyxin (PODXL) in hAECs seeded on the BM surface, while polarization was absent in cells seeded on the NBM surface (Figure 3B). Similarly, the formation of adherence junctions was evident in hAECs seeded on the BM surface of AR-scaffolds, with appropriate co-localization of VE-cadherin and β-catenin. Conversely, adherence junction formation was lacking in the cells seeded on the NBM surface (Figure 3C). Finally., nitric oxide production of HUVECs was higher following BM surface seeding [1.36 µM Nitrate + Nitrite (1.16–1.63)] compared to the cells seeded on tissue culture plastic [0.64 µM Nitrate + Nitrite (0.31–0.81) *p* < 0.01] or the NBM surface [0.78 µM Nitrate + Nitrite (0.69–0.83), *p* < 0.05]. Nitric oxide production was not significantly different between cells seeded on tissue culture plastic and those seeded on the NBM surface (*p* > 0.05, Figure 3E).

**FIGURE 3:**
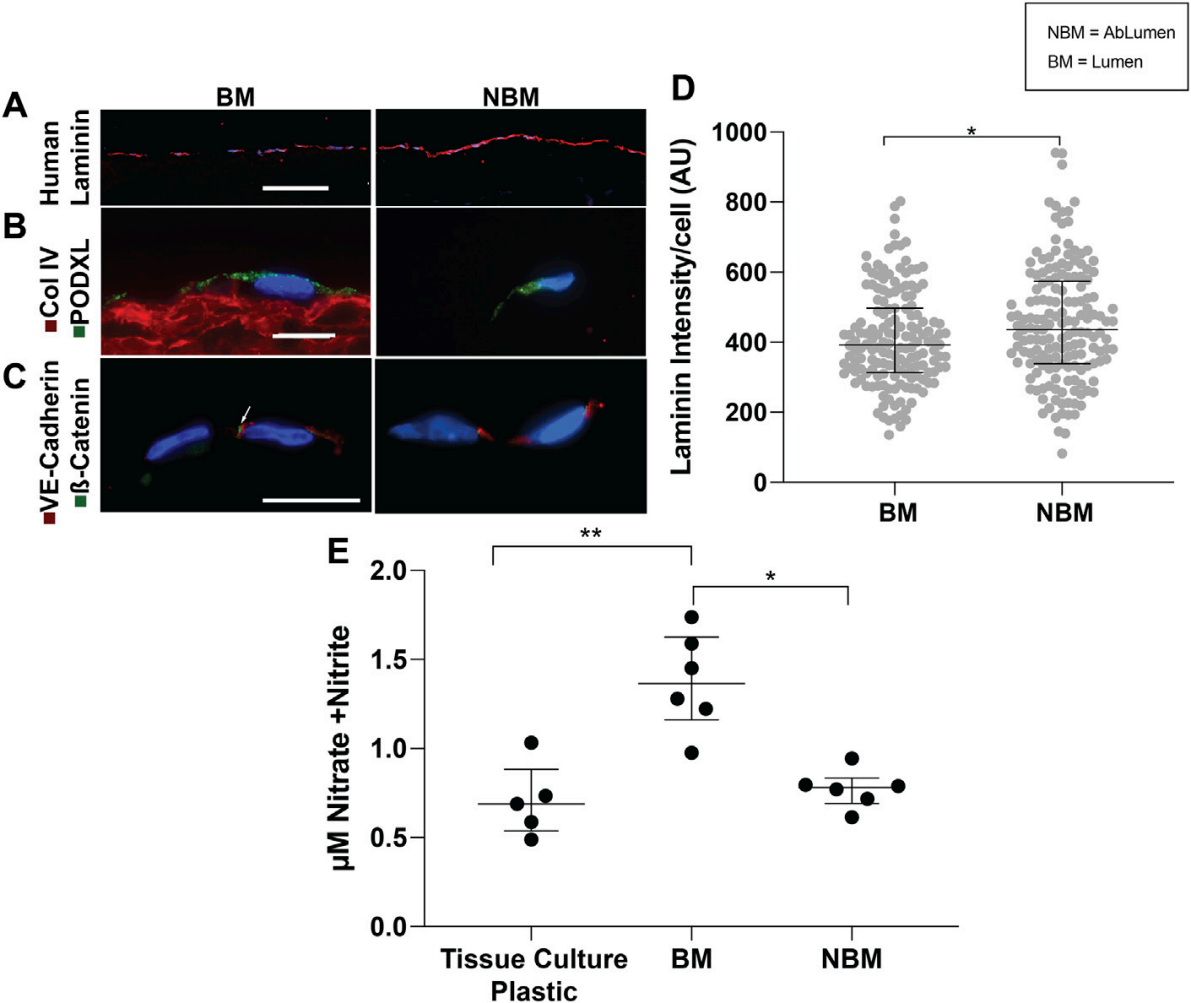
Effects of the presence (BM) versus the absence (NBM) of basement membrane proteins on hAEC phenotypes and functions. Representative images of immunofluorescent staining of human laminin production demonstrates the increased production of human laminin in the hAECs seeded on the non-basement membrane protein (NBM) surface when compared to cells seeded on the BM surface **(A)**. A quantitative analysis of the human laminin production per cell shows a significant higher production of human laminin by the hAECs seeded on the NBM surface versus on the BM surface **(D)**. Representative images of immunofluorescent staining for endothelial cell polarization demonstrates that the BM presence mediates the polarization of podocalyxin (green) to the apical cell surface of seeded hAECs, indicating their quiescent phenotype **(B)**. Conversely, apical polarization of podocalyxin is not present on hAECs seeded on the NBM protein side **(B)**. Similarly, representative images of the adherence junction immunofluorescent staining for VE-cadherin (red) and β-catenin (green) resulted in appropriate expression and co-localization of these adherence junction proteins (indicated by the arrow) in hAECs seeded on the BM surface, while expression and co-localization is not seen in cells seeded on the NBM protein surface **(C)**. A quantitative analysis of nitrate and nitrite secretions (nitric oxide biproducts) of HUVEC-seeded AR-scaffolds, show a significant increase in nitrate and nitrite secretions by cells seeded on the BM protein surface, compared to the cells seeded on the NBM protein surface or tissue culture plastic **(E)**. Scale bar A, 100 µm. Scale bars B and C, 10 µm * = *p* < 0.05, ** = *p* < 0.01.

### 3.4 Endothelial Cells Seeded as a Monolayer on the Basement Membrane Side of Antigen Removal-ECM Scaffolds Adopt a Transcriptional Phenotype Similar to Simvastatin Treated Human Aortic Endothelial Cells, but Distinct From TNF*α* Treated Human Aortic Endothelial Cells

To determine the effect of BM presence on hAEC quiescence, cells seeded on AR-scaffolds were compared to quiescent (simvastatin) and activated (TNFα) hAECs *via* RNA sequencing. 

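The RNA sequencing data comprise 24 libraries of hAECs, primary endothelial cells of the human aorta, with 6 libraries in each of 4 groups. The scaffold group was seeded at confluency on the basement membrane side of AR-scaffolds, which are pieces of bovine saphenous vein extracellular matrix from which antigens had been removed. The control, simvastatin and TNFα groups were seeded on tissue culture plastic of the same area (1.9 cm2). After 6 h, these wells were left untreated or received overnight either 1 µM simvastatin, which inhibits the cholesterol synthesis enzyme HMG-CoA reductase, or 5 ng/ml TNFα, a pro-inflammatory cytokine. The sample labels name the scaffold in the titles of all groups, list umbilical vein beside aortic endothelial cells, and name another detergent than the paper does for a step of antigen removal. They also call the control libraries sham treated and the scaffold libraries untreated, whereas the paper describes the control cells as left untreated. The treatment protocol in the labels puts treated and untreated hAECs on plastic, as the paper does. The surfaces, the treatments and the cell type given here follow the paper. Neither source states whether the 6 libraries of a group came from separate cultures or donors, so the p-values measure only the spread between these libraries, which may be technical. According to the methods, the authors checked the paired reads of a stranded kit with FastQC, aligned them to GRCh38 with STAR and counted reads per gene with HTSeq. The deposited table holds raw counts for 64253 genes with Ensembl identifiers. Total counts per library ranged from 24342808 to 46124112 in the control group (median 32279975) and from 30501130 to 46344096 in the scaffold group (median 37082168). They ranged from 30411797 to 41612953 with simvastatin (median 34210579) and from 26471439 to 37584762 with TNFα (median 32450516.5). Genes of the Y chromosome and of X inactivation (617 genes) were set aside. For each pair of groups, genes with at least 100 counts in at least 1 of the 12 libraries were kept, scaled by trimmed means of M-values (TMM) and tested with edgeR's quasi-likelihood test. A gene was counted as changed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 2, the thresholds of the paper. Pathways were examined with 47 gene lists written before the data were examined, since the gene set databases of the paper were not used here. The count minimum and the fold limit moved the numbers of changed genes most. The choice of list test and the correlation between genes assumed in it moved the numbers of lists most. The methods do not state the strand setting of the counting, so antisense and overlapping genes are uncertain.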

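In the 3 comparisons with control, 450 genes changed in at least 1 comparison. Of these, 300 passed both thresholds with TNFα alone, among them VCAM1, an adhesion molecule that binds leukocytes (log2 fold change 3.87, standard error 0.09, edgeR adjusted p = 1.95e-14). Another 73 passed with simvastatin alone, among them KLF2 and KLF4, transcription factors of quiescent endothelium. KLF4 rose from 7.84 ± 1.86 CPM (counts scaled to library size; SD, n = 6) in control to 52.2 ± 4.79 CPM (SD, n = 6) with simvastatin, and KLF2 from 18.9 ± 3.08 to 96.5 ± 15.2 CPM (SD, n = 6 each). A further 42 passed on the scaffold alone, among them PKHD1L1 (log2 fold change 2.77, standard error 0.09, edgeR adjusted p = 1.66e-12). Scaffold and simvastatin shared 9 genes, scaffold and TNFα 17, and simvastatin and TNFα 17, each including 4 genes changed in all 3 comparisons. Passing in 1 comparison alone is no test of a difference between treatments. Some of these genes were also untested in another comparison, because they did not reach 100 counts there. In the direct tests, 137 genes differed between scaffold and simvastatin (41 higher and 96 lower on the scaffold), 584 between scaffold and TNFα, and 549 between simvastatin and TNFα. The balance between scaffold and simvastatin turned round at a log2 fold change of 1 (416 higher and 268 lower on the scaffold) and with no count filter (440 and 314). With at least 100 counts required in every library, the union fell to 148 genes, and with edgeR's own expression filter it rose to 727.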

A total of 415 individual genes were determined to be significantly different in each of the three groups (scaffolds, simvastatin, and TNFα), compared to control. The TNFα group accounted for 306 of these differentially expressed genes, while the scaffold and simvastatin groups contained 59 and 85 differentially expressed genes, respectively. 

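TNFα changed 330 genes, of which 251 were higher and 79 lower than in control. SELE, which encodes the leukocyte-capturing E-selectin, rose from 4.14 ± 0.608 CPM (SD, n = 6) to 1902 ± 345 CPM (SD, n = 6), a log2 fold change of 8.84 (standard error 0.15, edgeR adjusted p = 5.9e-16). CCL2, the monocyte chemokine, rose by 6.69 on the log2 scale (standard error 0.10, edgeR adjusted p = 3.14e-16), with 1 TNFα library apart at 1925 CPM. ALDH1A1, an enzyme of retinoic acid synthesis, decreased from 308 ± 25.7 to 29.4 ± 2.98 CPM (SD, n = 6 each), and NOS3, the endothelial nitric oxide synthase, from 133 ± 12.6 to 31.6 ± 9.93 CPM (SD, n = 6 each). On the scaffold 64 genes changed, 31 higher and 33 lower. The lower genes included matrix genes: ELN, which encodes elastin, was at 2.27 ± 0.579 CPM (SD, n = 6) against 43.7 ± 7.95 CPM (SD, n = 6), with 1 scaffold library apart at 1.15 CPM. FBLN2, which encodes the matrix protein fibulin-2, had a log2 fold change of -4.02 (standard error 0.17, edgeR adjusted p = 1.4e-11), and H19, an imprinted noncoding RNA, was at 0.116 ± 0.0991 CPM against 13.4 ± 8.16 CPM (SD, n = 6 each). The higher genes included UNC5C, a netrin receptor, with a log2 fold change of 3.10 (standard error 0.12, edgeR adjusted p = 7.33e-12), and CH25H, the enzyme that makes 25-hydroxycholesterol, with one of 2.50 (standard error 0.12, edgeR adjusted p = 3.93e-11). Of the 31 higher genes, 11 were not annotated as protein coding, against 9.37% of all genes tested (two-sided Fisher's exact test, p = 6.78e-05). Whatever their annotation, only 11 of the 31 also reached the count minimum in the comparison of simvastatin with control. The others reached it only through scaffold libraries, where they were high, so this p reflects the count minimum as well as the annotation. Mitochondrially encoded counts made up 3.56% ± 0.239 (SD, n = 6) of each scaffold library and 1.72% ± 0.296 (SD, n = 6) of each control library. Simvastatin changed 95 genes, 60 higher and 35 lower. PI16, a peptidase inhibitor gene, rose from 15.2 ± 3.48 to 202 ± 37.8 CPM (SD, n = 6 each), and AQP3, a water and glycerol channel, from 17.8 ± 3.12 to 161 ± 17.2 CPM (SD, n = 6 each). APLN, which encodes the vascular peptide apelin, decreased from 131 ± 35.2 to 17.5 ± 2.46 CPM (SD, n = 6 each). On the scaffold, higher genes outnumbered lower ones at a log2 fold change of 1 (570 and 185) and with no count filter (512 and 305). Requiring 100 counts in every library left 112, 16 and 27 changed genes with TNFα, scaffold and simvastatin.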

Only five genes (ACP5, CXCL8, FST, NOV, and ST6GALNAC1) were found to be differentially expressed across all three groups. 

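CXCL8, which encodes the neutrophil chemokine interleukin-8, was lower than in control on the scaffold (log2 fold change -2.57, standard error 0.10) and with simvastatin (-3.26, standard error 0.15), and higher with TNFα (5.12, standard error 0.10). Scaled over all 24 libraries, its level was 43.1 ± 6.00 CPM in control, 7.28 ± 0.944 CPM on the scaffold, 4.47 ± 1.12 CPM with simvastatin and 1480.0 ± 126 CPM with TNFα (SD, n = 6 each). FST, which encodes the activin antagonist follistatin, had the same directions, with log2 fold changes of -2.76 (standard error 0.13), -3.24 (standard error 0.14) and 2.13 (standard error 0.11). NOV, which encodes the matricellular protein CCN3, was lower on the scaffold (-3.30, standard error 0.21) and with TNFα (-2.77, standard error 0.30) and higher with simvastatin (2.41, standard error 0.16). ST6GALNAC1, a sialyltransferase gene, followed NOV, with log2 fold changes of -5.30 (standard error 0.24), -2.11 (standard error 0.24) and 2.50 (standard error 0.14). The edgeR adjusted p of these 4 genes was at most 1.96e-06, which belongs to ST6GALNAC1 with TNFα. ACP5, which encodes a lysosomal acid phosphatase, had a log2 fold change of 1.99 on the scaffold (standard error 0.11, edgeR adjusted p = 1.79e-10), 2.07 with simvastatin (standard error 0.12) and -2.25 with TNFα (standard error 0.18). Both thresholds were thus passed in all 3 comparisons by 4 genes, where independent lists would share 0.00294 genes; the comparisons share their controls, so the lists are not independent. On GRCh38, CXCL8 (ENSG00000169429) lies on chromosome 4 from 73740506 to 73743716, FST (ENSG00000134363) on chromosome 5 from 53480409 to 53487134 and NOV (ENSG00000136999) on chromosome 8 from 119416306 to 119424353. ST6GALNAC1 (ENSG00000070526) lies on chromosome 17 from 76624761 to 76643838 and ACP5 (ENSG00000102575) on chromosome 19 from 11574660 to 11579008.

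**Figure D1:**
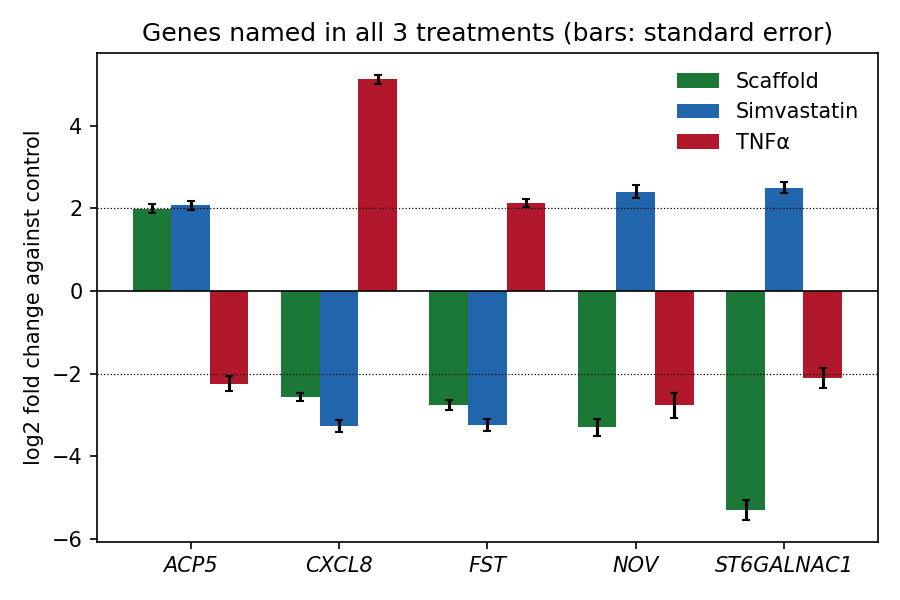
Log2 fold change against control (vertical axis) of ACP5, CXCL8, FST, NOV and ST6GALNAC1 on the scaffold, with simvastatin and with TNFα. Bars are estimates from 6 libraries against 6, error bars are standard errors, and dotted lines mark log2 fold changes of -2 and 2; the scaffold and simvastatin bars point the same way for ACP5, CXCL8 and FST and opposite ways for NOV and ST6GALNAC1.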

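Over the 450 changed genes, which range from the inflammatory chemokine CCL5 (78.7 ± 11.5 CPM with TNFα and 0.123 ± 0.109 CPM in control, SD, n = 6 each) to the statin-responsive PI16, average linkage clustering of gene z-scores of log2 CPM placed the 6 libraries of each of the 4 groups in a cluster of their own. The mean Euclidean distance between libraries of one group was 5.89 in control, 5.44 on the scaffold, 6.36 with simvastatin and 7.56 with TNFα. Between groups, the shortest mean distance was 19.4, from scaffold to control. The 4 clusters also formed with 1 minus the Pearson correlation as distance, with complete linkage, with unlogged CPM, with the 150 genes of the scaffold and simvastatin lists, and with all 13377 genes. The genes were chosen for differing between the treated groups and control, so a separation of those groups is built into the choice of genes in all but the last setting.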

Hierarchial clustering of the heatmap of all significantly differentially expressed genes across all three treatment groups demonstrated each respective group possessed its own distinct transcriptomic signature as evidenced by all six replicates within each treatment group clustering together (Figure 4A). Additionally, the scaffold group is seen clustered between the simvastatin and control groups, relatively removed from the TNFα group in the heatmap.

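Genes that set the scaffold apart from simvastatin included KLF4 (3.34 ± 0.248 CPM against 51.3 ± 4.91 CPM, SD, n = 6 each) and the elastic fibre gene FBLN2 (5.84 ± 1.09 against 237 ± 45.3 CPM, SD, n = 6 each). These genes were chosen after their values were seen. In the direct test, KLF4 had a log2 fold change of -3.94 (scaffold against simvastatin, standard error 0.08, edgeR adjusted p = 3.99e-14) and FBLN2 one of -5.34 (standard error 0.15, edgeR adjusted p = 1.46e-12). APLN went the other way, with a log2 fold change of 3.65 (standard error 0.15, edgeR adjusted p = 7.83e-11). Over the 450 changed genes, scaffold libraries lay at a mean distance of 24.3 from simvastatin and 42.1 from TNFα libraries. Over the 150 genes of the scaffold and simvastatin lists this order was reversed, with 22.2 from simvastatin and 18.5 from TNFα libraries, and control and TNFα joined first. Over the 450 changed genes, the scaffold cluster joined the control cluster first. All 6 scaffold libraries were nearer to control than to simvastatin there, by 25.8% of the distance to control on average (SD 5.48, n = 6). Over all 13377 genes the order was reversed: the mean distance was 156 to simvastatin and 169 to control, and all 6 scaffold libraries were nearer to simvastatin. With 1 minus the Pearson correlation over the changed genes, 5 of 6 scaffold libraries were nearer to control, and control and simvastatin joined first. Control and simvastatin libraries were 21.5 apart over the changed genes.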

**FIGURE 4:**
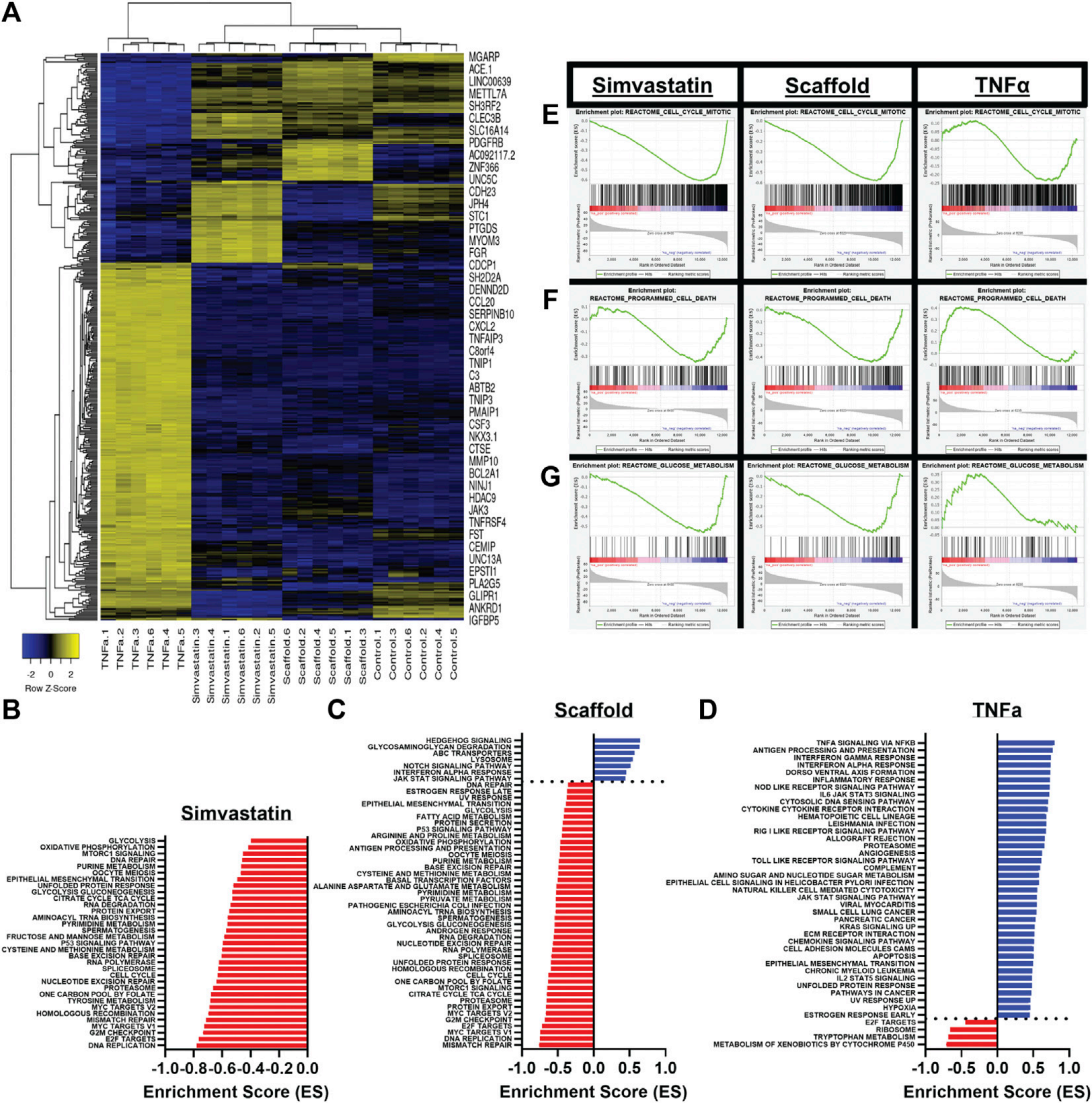
Differential gene expression and the gene set enrichment analysis of scaffold seeded, simvastatin-, and TNFα-treated hAECs. **(A)** Heatmap of all 415 identified significantly differentially expressed genes across all three treatment groups. **(B–D)** Significantly enriched pathways in the KEGG and HALLMARK gene sets following GSEA for simvastatin **(B)**, scaffold **(C)**, and TNFα **(D)** groups. **(E–G)** Representative GSEA plots across all three groups for three biologically relevant pathways, including mitosis **(E)**, programmed cell death **(F)**, and glucose metabolism **(G)**.

Gene Set Enrichment Analyses (GSEA) were employed to examine the pathways which were significantly enriched in each treatment group, compared to control. 

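On the scaffold, genes of protein turnover, ribosome production and DNA replication were lower than in control, and genes of the lysosome and the basement membrane were higher. The numbers that rose or fell are to be read against all 13072 genes tested on the scaffold. Of these, 4875 rose and 4896 fell at an adjusted p under 0.05, together 74.75%. All 33 proteasome subunits fell (33 when adjusted over the list alone; camera adjusted p = 4.65e-09, adjusted p = 0.222 with an estimated correlation). Of 40 genes of ribosome biogenesis, 33 fell, none rose and 7 did not pass the test (33 when adjusted over the list alone; camera adjusted p = 9.22e-11, adjusted p = 0.222 with an estimated correlation). Of 50 DNA replication genes, 46 fell and none rose (46 when adjusted over the list alone; camera adjusted p = 1.24e-15, adjusted p = 0.222 with an estimated correlation), among them MCM10, a replication initiation factor, at 12.0 ± 2.07 CPM against 33.0 ± 1.86 CPM (SD, n = 6 each). Of 15 heat shock genes, 10 fell and 1 rose, with the same numbers when adjusted over the list alone (camera adjusted p = 4.39e-06, adjusted p = 0.222 with an estimated correlation). HSPD1, a mitochondrial chaperone, had a log2 fold change of -1.16 (standard error 0.06, edgeR adjusted p = 3.49e-11). Of 45 lysosomal genes, 36 rose and 4 fell, with the same numbers when adjusted over the list alone (camera adjusted p = 8.44e-10, adjusted p = 0.202 with an estimated correlation). CTSF and CTSA, lysosomal cathepsins, had log2 fold changes of 1.26 (standard error 0.06) and 0.86 (standard error 0.04). Of 22 basement membrane genes, 17 rose and 1 fell, with the same numbers when adjusted over the list alone (camera adjusted p = 1.85e-06, adjusted p = 0.222 with an estimated correlation). NID2, which encodes nidogen-2, rose from 25.9 ± 3.01 to 72.5 ± 5.28 CPM (SD, n = 6 each), and COL4A5, a collagen IV chain, from 60.1 ± 2.45 to 105 ± 5.16 CPM (SD, n = 6 each). All 13 mitochondrially encoded transcripts also rose (13 when adjusted over the list alone; camera adjusted p = 1.87e-06, adjusted p = 0.317 with an estimated correlation), with a median log2 fold change of 0.85. Of 5 tested RNAs that are kept in the nucleus, listed after the data were seen, 4 rose and none fell, with a median log2 fold change of 1.35, among them NEAT1 (1.95, standard error 0.08) and MALAT1 (1.42, standard error 0.08). Of 26 ABC transporter genes, 18 rose and 4 fell (18 and 5 when adjusted over the list alone; camera adjusted p = 0.00206, adjusted p = 0.222 with an estimated correlation), and of 27 Notch pathway genes, 15 rose and 7 fell, with the same numbers when adjusted over the list alone (camera adjusted p = 0.0406, adjusted p = 0.327 with an estimated correlation). In all, 24 of 46 lists passed camera's test with its preset correlation between genes, 9 higher and 15 lower, and 0 passed with the correlation estimated from the data, where genes of a list that vary together between libraries count for less.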

A total of 355 pathways (17 positive, 338 negative) were found to be significantly enriched in the scaffold- seeded hAECs from the REACTOME, HALLMARK, and KEGG gene set databases. Comparatively, the simvastatin group had a total of 279 (5 positive, 274 negative) and the TNFα group possessed a total of 133 (124 positive, nine negative) significantly enriched pathways. 

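With simvastatin, cholesterol synthesis genes were higher and genes that YAP/TEAD and SRF, transcription factors of the cytoskeleton, switch on were lower than in control. Of all genes tested, 59.75% rose or fell at an adjusted p under 0.05 with simvastatin, and 60.73% with TNFα. Of 30 genes of cholesterol synthesis and uptake, 19 rose and 2 fell, with the same numbers when adjusted over the list alone (camera adjusted p = 6.13e-08, adjusted p = 0.0458 with an estimated correlation). LDLR, the LDL receptor, rose from 59.0 ± 2.80 to 147 ± 9.90 CPM (SD, n = 6 each), and HMGCS1, the enzyme before HMG-CoA reductase, from 35.2 ± 1.80 to 76.9 ± 6.46 CPM (SD, n = 6 each), with 1 control library apart at 31.1 CPM. Of 29 YAP/TEAD and SRF target genes, 23 fell and 2 rose (24 and 2 when adjusted over the list alone; camera adjusted p = 2.77e-25, adjusted p = 0.0242 with an estimated correlation), with ANKRD1 at a log2 fold change of -2.17 (standard error 0.05) and CYR61 at -1.79 (standard error 0.04). Of 25 genes of the KLF2 and KLF4 program of quiescent endothelium, 16 rose and 4 fell (17 and 4 when adjusted over the list alone; camera adjusted p = 3.23e-06, adjusted p = 0.161 with an estimated correlation), among them THBD, the anticoagulant thrombomodulin (log2 fold change 1.47, standard error 0.05, edgeR adjusted p = 1.12e-11). With TNFα, 38 of 39 NF-κB target genes rose and 1 fell, with the same numbers when adjusted over the list alone (camera adjusted p = 2.81e-90, adjusted p = 0.00119 with an estimated correlation). BIRC3, an inhibitor of apoptosis, and TRAF1, a TNF receptor adaptor, had log2 fold changes of 5.34 (standard error 0.09) and 5.68 (standard error 0.10). Of 20 chemokines and their receptors, 17 rose and 3 fell, with the same numbers when adjusted over the list alone (camera adjusted p = 6.65e-46, adjusted p = 0.000412 with an estimated correlation). Of 20 genes of MHC class I antigen presentation, 19 rose and none fell (19 when adjusted over the list alone; camera adjusted p = 6.35e-27, adjusted p = 0.00418 with an estimated correlation), among them TAP1, a peptide transporter, from 44.2 ± 2.28 to 200.4 ± 8.26 CPM (SD, n = 6 each). Of 42 interferon-stimulated genes, 38 rose and 2 fell, with the same numbers when adjusted over the list alone (camera adjusted p = 7.13e-15, adjusted p = 0.111 with an estimated correlation). Among 75 cytosolic ribosomal proteins, 55 fell and 1 rose (57 and 1 when adjusted over the list alone; camera adjusted p = 0.000542, adjusted p = 0.555 with an estimated correlation), at a median log2 fold change of -0.19. Of 46 lists, 20 passed camera's test with simvastatin (6 higher, 14 lower) and 15 with TNFα (12 higher, 3 lower), and 6 of each passed with an estimated correlation.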

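Of the genes past an adjusted p of 0.05 in edgeR in both the scaffold and the simvastatin comparison, without a fold limit, 2345 were higher in both and 2972 lower in both, while 383 were higher on the scaffold and lower with simvastatin and 466 the reverse. Independent lists would share 1312, 1527, 1441 and 1390 genes. For scaffold and TNFα, 1151 genes were higher in both and 1249 lower in both, against 1379 and 1467 for independent lists, while 1584 were higher on the scaffold and lower with TNFα and 1750 the reverse, against 1367 and 1479. At the paper's fold limit, the scaffold shared more genes of one direction with TNFα, which changed more genes, than with simvastatin: scaffold and TNFα shared 13 genes lower in both, such as ELN and FBLN2, against 0.205 for independent lists, and 2 higher in both (HTR2B and CDCP1, chosen after their values were seen), with CXCL8 and FST lower on the scaffold and higher with TNFα. Scaffold and simvastatin shared 6 genes lower in both at that limit, against 0.0903, and none higher in both, with NOV, PI16 and ST6GALNAC1 lower on the scaffold and higher with simvastatin. Only genes that reached the count minimum in both comparisons could be shared. All 33 genes lower on the scaffold could be, as could all 35 lower with simvastatin and all 79 lower with TNFα. Of the higher genes, only 11 of 31 (scaffold), 23 of 60 (simvastatin) and 125 of 251 (TNFα) could be. The numbers higher in both were thus limited by the count minimum. ANKRD1, a YAP target (log2 fold change -1.74 on the scaffold, standard error 0.05, edgeR adjusted p = 1.43e-13), and VCAM1 (-1.67, standard error 0.08, edgeR adjusted p = 2.47e-11) are among the genes lower both on the scaffold and with simvastatin. Across 12790 genes, the log2 fold changes of scaffold and simvastatin had a Pearson correlation of 0.503, and those of scaffold and TNFα one of -0.0317 across 12715 genes. Genes are not independent replicates, so no p is given. Both comparisons use the same controls: simulated unchanged groups with shared controls gave a mean correlation of 0.502, but a covariance of 0.00312 against an observed 0.115. With the controls split between the comparisons, the covariance was 0.0964 and 0.123 and the correlation 0.400 and 0.562. For scaffold and TNFα the correlation changed sign, with -0.100 and 0.0215. The direct test of scaffold against simvastatin also found lists that differed. Cholesterol synthesis genes were lower on the scaffold (24 of 30 fell and 1 rose; 24 and 2 when adjusted over the list alone; camera adjusted p = 1.73e-17, adjusted p = 0.0118 with an estimated correlation), and tip cell genes of sprouting were higher (17 of 20 rose and 1 fell, with the same numbers when adjusted over the list alone; camera adjusted p = 5.48e-09, adjusted p = 0.0454 with an estimated correlation). Of 70 mitosis genes, 11 were higher on the scaffold than with simvastatin and 5 lower (10 and 4 when adjusted over the list alone; camera adjusted p = 0.815).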

Bar plots showing the magnitude and directionality of significantly enriched HALLMARK and KEGG pathways for each of the three treatment groups indicated that the scaffold group (Figure 4C) was more similar to the simvastatin group (Figure 4B), than the TNFα group (Figure 4D) with respect to both the directionality and identity of the significantly enriched pathways. Representative GSEA plots for three biologically relevant pathways, including mitosis (Figure 4E), programmed cell death (Figure 4F), and glucose metabolism (Figure 4G) confirm this observation. For all three pathways shown, both the simvastatin and scaffold groups are negatively enriched, while the TNF*α* group demonstrates a positive enrichment.

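Mitosis genes were lower than in control in all 3 groups. Of 70 such genes, 65 fell and 2 rose on the scaffold (66 and 2 when adjusted over the list alone), 69 fell and 1 rose with simvastatin (69 and 1), and 59 fell and none rose with TNFα (61 and 0). The median log2 fold change was -0.71, -0.72 and -0.36. Camera's adjusted p was 4.43e-20, 1.35e-29 and 3.51e-07, and adjusted p = 0.222, 0.0827 and 0.555 with an estimated correlation. AURKA, a kinase of the mitotic spindle, was at 62.9 ± 3.26 CPM in control, 30.2 ± 2.92 CPM on the scaffold and 33.7 ± 2.11 CPM with simvastatin (SD, n = 6 each), and KIF20A, a kinesin of cytokinesis, had a log2 fold change of -0.77 with TNFα (standard error 0.06, edgeR adjusted p = 1.54e-08). Programmed cell death genes were higher with TNFα, where 27 of 42 rose and 8 fell (28 and 8 when adjusted over the list alone; camera adjusted p = 5.55e-05, adjusted p = 0.00418 with an estimated correlation). PMAIP1, which encodes the death promoting protein NOXA, rose from 3.44 ± 0.405 to 17.0 ± 0.988 CPM (SD, n = 6 each), and CASP7, an executioner caspase, had a log2 fold change of 1.02 (standard error 0.04, edgeR adjusted p = 6.2e-12), with 1 TNFα library apart at 87.9 CPM. On the scaffold, 11 of the 42 rose and 20 fell, with the same numbers when adjusted over the list alone, and the list did not pass camera's test (adjusted p = 0.139). CYCS, which encodes cytochrome c, was at a log2 fold change of -1.04 (standard error 0.05, edgeR adjusted p = 6.75e-11) and BMF, a death promoting BCL2 family member, at 1.08 (standard error 0.06, edgeR adjusted p = 2.52e-10). With simvastatin, 14 rose and 14 fell, with the same numbers when adjusted over the list alone (camera adjusted p = 0.955). Glycolysis and gluconeogenesis genes were lower on the scaffold, where 19 of 35 fell and 5 rose, and with simvastatin, where 19 of 34 fell and 6 rose, with the same numbers when adjusted over the list alone. Camera's adjusted p was 0.00555 and 0.0107, and adjusted p = 0.327 and 0.227 with an estimated correlation. LDHA, lactate dehydrogenase A, decreased from 680 ± 32.8 to 313 ± 37.5 CPM on the scaffold, and HK2, hexokinase 2, from 28.0 ± 1.47 to 14.5 ± 1.02 CPM with simvastatin (SD, n = 6 each). With TNFα, 10 of 34 rose and 8 fell, with the same numbers when adjusted over the list alone (camera adjusted p = 0.977), the median log2 fold change of -0.04 and the direction of camera's test (higher) differed in sign, and PFKFB3, an activator of glycolysis, rose by 1.86 on the log2 scale (standard error 0.06, edgeR adjusted p = 1.6e-13). From the direction and identity of its enriched HALLMARK and KEGG pathways, with mitosis, programmed cell death and glucose metabolism as representative plots, the paper reasons that the scaffold group was more similar to the simvastatin group than to the TNFα group.

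**Figure D2:**
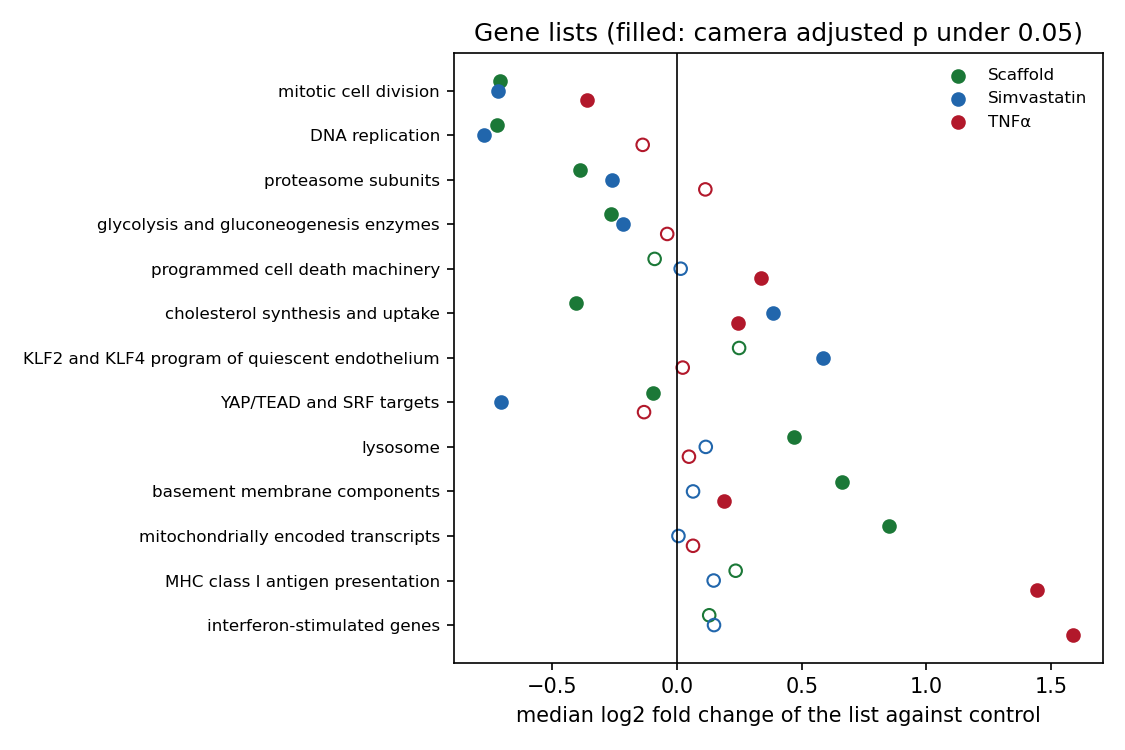
Median log2 fold change against control (horizontal axis) of 13 gene lists (vertical axis) on the scaffold, with simvastatin and with TNFα, from 6 libraries against 6. Filled points mark lists with a camera adjusted p under 0.05 and open points the others; mitotic cell division lies below 0 in all 3 groups, at -0.71, -0.72 and -0.36, and the mitochondrially encoded transcripts lie at 0.85 on the scaffold.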

### 3.5 tSNE Clustering Analysis Confirms the Similarity Between Scaffold-Seeded and Simvastatin-Treated Human Aortic Endothelial Cells, and Highlights the Disparity Between the TNF*α* Group

To further confirm hAECs seeded on the AR-scaffolds had a similar transcriptional profile to the simvastatin-treated cells, compared to the TNFα-treated cells; tSNE clustering analysis was performed based on the top 1,000 variable genes across all samples (Figure 5A). 

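The first component of the 1000 most variable genes separated TNFα from the rest along inflammatory genes. The 10 genes with the largest loadings were UBD, SELE, CCL2, CXCL8, LAMC2, CX3CL1, CCL5, TNFRSF9, BIRC3 and ANO9. UBD, a ubiquitin-like modifier, was at 659 ± 73.1 CPM with TNFα and 0.922 ± 0.356 CPM in control (SD, n = 6 each), and LAMC2, a laminin chain, at 648 ± 30.2 and 8.71 ± 1.34 CPM (SD, n = 6 each). In a principal component analysis of log2(CPM + 1), centred on each gene, the first component held 73.8% of the total variance and 82.1% of that of the first 2 components. Its scores were 46.9 ± 1.79 (SD, n = 6) with TNFα, -8.50 ± 0.906 in control, -17.3 ± 1.10 on the scaffold and -21.1 ± 1.31 with simvastatin (SD, n = 6 each), so the gap between TNFα and the other groups was far wider than the spread within groups. Genes were ranked by the coefficient of variation after the count minimum; without that minimum, the first component held 24.5% and no group stood apart on it.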

The Principal Component 1 (PC1), which accounts for 79.88% of the variance, shows a distinct separation between the TNFα-treated group and the other three groups (simvastatin, control, and scaffold). Interestingly, the Principal Component 2 (PC2), which explains the remaining 20.12% of the variance, highlights a separation between scaffold-seeded cells and the other three treatment groups, which were seeded on tissue culture plastic.

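The second component ran from the scaffold to simvastatin. Its 10 largest loadings belonged to genes that were lower on the scaffold than with simvastatin. Among the 10 genes with the largest loadings were PI16, FBLN2, ELN, ST6GALNAC1 and CMKLR1, the receptor of the chemoattractant chemerin. CMKLR1 was at 0.846 CPM on the scaffold, 13.7 CPM in control, 43.0 CPM with simvastatin and 7.09 CPM with TNFα (means of 6 libraries). The others were STC1, NOV, H19, PALM and AQP3. This component held 16.1% of the total variance and 17.9% of that of the first 2 components. Scores were -19.0 ± 0.444 on the scaffold, 1.26 ± 2.33 in control, 0.852 ± 2.82 with TNFα and 16.9 ± 1.17 with simvastatin (SD, n = 6 each). All 6 scaffold libraries lay below all 18 libraries on plastic, and all 6 simvastatin libraries above the other groups. The third component, with 7.05% of the variance, set control, at 14.0 ± 1.30 (SD, n = 6), apart from the treated groups. Scaffold and simvastatin also stood apart on the second component with unit variance, with 500 or 2000 genes and with log2(CPM + 0.25). With unlogged CPM no group stood apart on it, and its mean scores ran from the scaffold (-4019) to control (3843), with simvastatin at 2413. With no count filter no group stood apart either, and the mean scores ran only from -0.0281 to 0.0659.

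**Figure D3:**
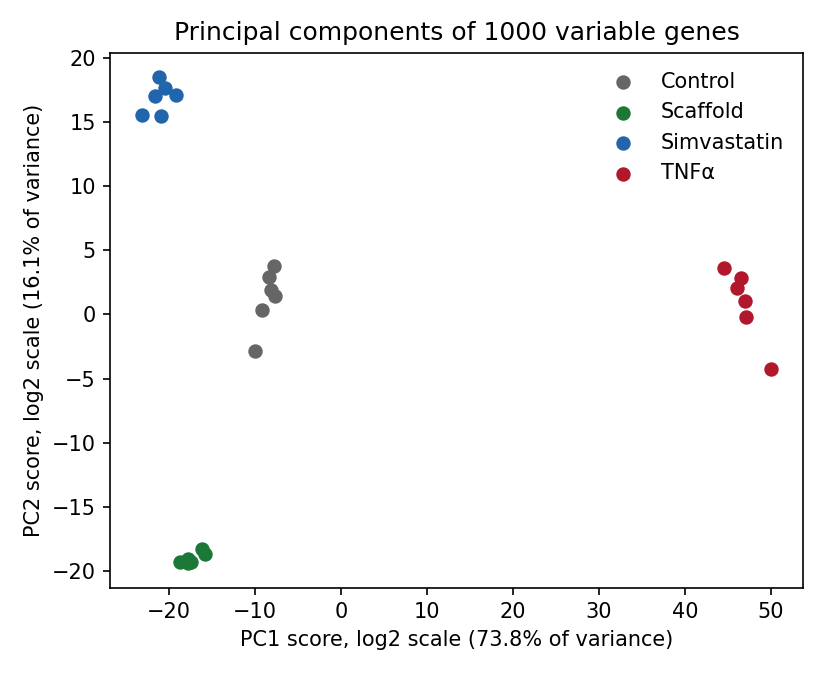
Scores of the 24 libraries on the first (horizontal axis) and second (vertical axis) principal component of log2(CPM + 1) over 1000 variable genes. Each point is a library, coloured by group; TNFα lies near 46.9 on PC1, and on PC2 the scaffold lies near -19.0 and simvastatin near 16.9, with control and TNFα between.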

**FIGURE 5:**
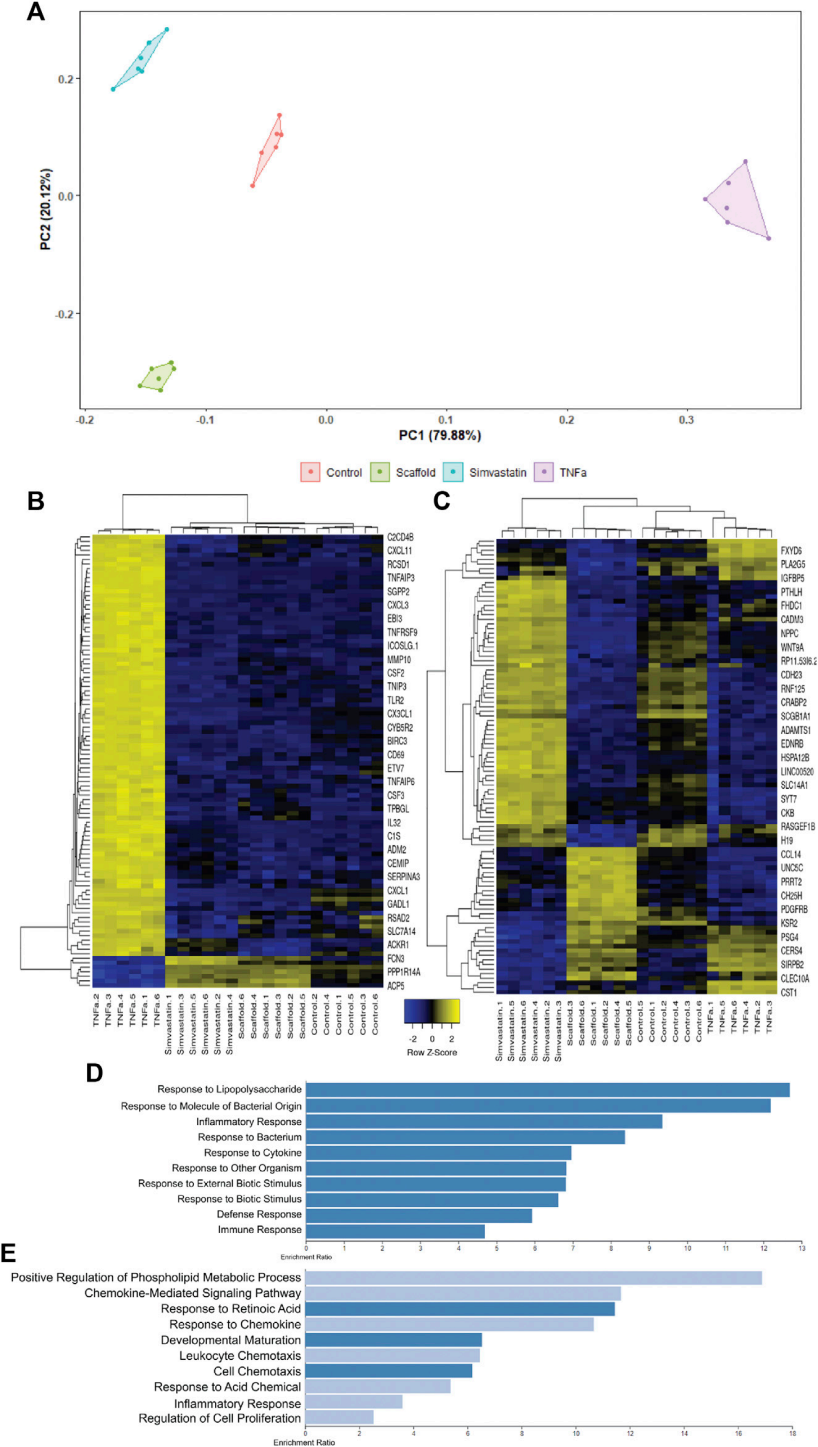
tSNE clustering analysis of scaffold seeded, simvastatin, and TNFα-treated hAECs. The tSNE clustering analysis plot is driven by the top 1,000 variable genes across all samples **(A)**. PC1 accounts for 79.88% of the variance, while PC2 explains the remaining 20.22%. Heatmap of the top 100 genes responsible for driving PC1 **(B)**. PC1 is almost exclusively driven by up-regulated genes in the TNFα group. Enrichment plot of the top 10 enriched gene ontology biological processes for the top 100 genes driving PC1 **(D)**. The top 10 enriched pathways in PC1 are all associated with pro-inflammatory responses. Heatmap of the top 100 genes responsible for driving PC2 **(C)**. PC2 is predominantly driven by up-regulated genes in the scaffold group. Enrichment plot of the top 10 enriched gene ontology biological processes for the top 100 genes driving PC2 **(E)**. 50% of the enriched pathways in PC2 are associated with cellular chemotaxis and respond to chemokines.

In order to better understand the differences between PC1 and PC2, the top 100 genes responsible for driving the differences observed in each Principal Component were extracted. Using the read count data, Z-scores for each of these genes were calculated and heatmaps were generated for both PC1 (Figure 5B) and PC2 (Figure 5C). PC1 is almost exclusively driven by up-regulated genes in the TNFα group (Figure 5B). 

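Of the 100 genes with the largest loadings on PC1, 89 had their highest mean with TNFα, and in each of these 89 all 6 TNFα libraries lay above the other 18. CX3CL1, the chemokine fractalkine, was at 380 CPM with TNFα and at 9.59, 3.54 and 2.33 CPM in control, scaffold and simvastatin, and TNFRSF9, the receptor 4-1BB, at 73.3 CPM with TNFα and 0.290 CPM in control (means of 6 libraries). Another 9 genes had their highest mean with simvastatin and 2 on the scaffold. In 10 genes all 6 TNFα libraries lay below the other 18. The 100 genes were picked for separating these libraries, so the counts describe the component and test nothing.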

When we performed an Over-Representation Analysis (ORA) on these genes using WebGestalt, the top ten enriched pathways generally reflected a pro-inflammatory response, of which, TNF*α* is a potent inducer (Figure 5D). 

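Chemokines and NF-κB target genes made up much of the top 100 genes of PC1. Of 18 chemokines and chemokine receptors among the 1000 genes that the loadings were drawn from, 15 were in the top 100, including CCL20, CXCL1, CXCL10 and CXCL11 (one-sided Fisher's exact test, p = 2.33e-13, adjusted p = 5.36e-12 over 23 lists). Of 33 NF-κB target genes, 16 were in the top 100, including TNFAIP3, an inhibitor of NF-κB signalling, PTGS2, which encodes cyclooxygenase-2, and IL1A (exact p = 8.86e-09, adjusted p = 1.02e-07). The leukocyte adhesion genes ICAM1, SELE and VCAM1 were 3 of 5 in the top 100 (exact p = 0.00837, adjusted p = 0.0641). ICAM1 rose from 69.5 ± 12.4 to 3229 ± 503 CPM with TNFα (SD, n = 6 each). Of 21 interferon-stimulated genes, 1 was in the top 100 (exact p = 0.893, adjusted p = 1).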

Similar to what was observed in the tSNE clustering analysis, the heatmap for the top 100 genes in PC2 (Figure 5C) illustrates that there is a distinct difference between the cells seeded on the AR-ECM scaffold and cells seeded on tissue culture plastic (control, TNFα or simvastatin). 

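In 43 of the top 100 genes of PC2 the mean was lowest on the scaffold, and in 25 it was highest there. All 6 scaffold libraries lay below the other 18 libraries in 13 genes and above them in 24. STC1, which encodes the hormone stanniocalcin-1, was at 3.93 CPM on the scaffold against 28.0, 86.4 and 26.6 CPM in control, simvastatin and TNFα, and PALM, which encodes the membrane protein paralemmin, at 4.42 CPM against 26.4, 87.0 and 13.1 CPM (means of 6 libraries). The simvastatin group had the highest mean in 66 genes, TNFα in 8 and control in 1. The lowest mean was with TNFα in 49 genes. With each gene scaled to unit variance, 41 genes were highest on the scaffold, 55 with simvastatin and 2 with TNFα. With unlogged CPM these numbers were 20, 21 and 56, so that TNFα led.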

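Of 18 chemokine and receptor genes among the 1000 genes, 2 were in the top 100 of PC2, CCL14 and the chemokine receptor ACKR1 (one-sided Fisher's exact test, p = 0.552, adjusted p = 1 over 23 lists). In the direct test of scaffold against simvastatin, for which these 2 genes were chosen after their values were seen, CCL14 had a log2 fold change of 2.60 (standard error 0.13, edgeR adjusted p = 4.36e-10) and ACKR1 one of -3.70 (standard error 0.19, edgeR adjusted p = 6.56e-10), with 1 scaffold library apart at 0.857 CPM. The list with the smallest p was the KLF2 and KLF4 program of quiescent endothelium, with 5 of 12 genes in the top 100 (exact p = 0.00406, adjusted p = 0.0933). None of the 23 lists passed an adjusted p of 0.05 in Fisher's exact test on the main setting, whereas with unlogged CPM 2 lists did.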

Although there is not as distinct of a pattern in the ORA of the PC2 genes, as compared to the PC1 genes, of the top 10 enriched pathways, five (50%) pathways are related to cell chemotaxis and responding to chemokines (Figure 5E).

## 4 Discussion

The success of of-the-shelf small diameter vascular grafts is dependent on the ability of endothelial cells to rapidly form a monolayer on the luminal surface of the graft and to promote quiescent behavior once the monolayer has been established (Lopera Higuita and Griffiths, 2020b). Acellular ECM scaffolds derived from their target organs have gained importance in the field of tissue engineering due to their inherent characteristics. ECM proteins secreted by host cells are tailored for the specific needs and functions of each independent organ. In vascular physiology, basement membrane proteins are essential for vessel homeostasis due to their known individual roles in modulating endothelial cell behavior and vascular integrity. Consequently, basement membrane proteins may be expected to play a key role in promoting endothelialization and the resultant function of denuded ECM scaffolds when implanted as vascular grafts. The results in this article demonstrate that the AR process is capable of preserving the major components of native tissue basement membrane complex and the conjoint effect of these complexes modulates endothelial cell migration and proliferation, enhancing the rate of th monolayer formation and drives the quiescent behavior once a cell confluence has been achieved.

The importance of basement membrane proteins in vascular biology highlight the need for tissue-processing methods to retain the structure, composition, and function of this critical vascular component in acellular ECM scaffolds. Unfortunately, the goal of retaining the native vascular basement membrane integrity has proven challenging to achieve (Crapo et al., 2011). Previously reported de-cellularization methods have been shown to result in significant disruption of basement membrane integrity, although the extent to which each individual basement membrane protein is disrupted and/or eliminated varies depending on the de-cellularization process and specific tissue employed (Crapo et al., 2011). In the case of vascular grafts, de-cellularization methods have been universally reported to disrupt the delicate native BM components (Schaner et al., 2004; Crapo et al., 2011; Mancuso et al., 2014). Alternatively, antigen removal (AR) tissue-processing method has been designed to minimize macromolecule denaturation and disruption, while maximizing antigen solubilization and elimination, resulting in the production of ECM scaffolds with retained native ECM, including basement membrane proteins (Liu et al., 2016; Shklover et al., 2019; Xing et al., 2021). Indeed, in the current study, the capability of the AR tissue-processing method to retain both the composition and structural integrity of ECM and basement membrane proteins is clearly shown by the retention of appropriately oriented collagen, elastin, collagen IV (Col IV), and laminin. Consequently, unlike previously reported de-cellularization processes, the results presented here demonstrate the ability of the AR tissue-processing method to retain the integrity of the native small diameter vascular scaffold ECM components, including the delicate basement membrane complex (Bloch et al., 2012; Faulk et al., 2014b).

Basement membrane proteins are a specialized, thin layer of ECM proteins composed by a wide array of different proteins (Col IV, laminin, heparan sulfate proteoglycans, nidogen, fibrillin, collagen III, and osteonectin) that interact with each other to provide important structural and functional support to the overlying endothelial cells. Although being composed by multiple proteins, laminin and Col IV are among the few basement membrane proteins capable of modulating endothelial cell behavior *via* cellular receptors (Xing et al., 2021). In isolation, Col IV has been shown to facilitate endothelial cell migration and provide migration directionality (Heo et al., 2015). As predicted from single protein studies, the individual effects of Col IV persist in the present study. Endothelial cells seeded on the BM surface, and therefore exposed to Col IV, were able to migrate significantly farther than cells seeded on the NBM side. Although other literature in de-cellularized tissues has reported cell migration into ECM scaffolds, such studies failed to investigate whether a differential effect of the migration on the BM versus NBM environments existed (Rieder et al., 2004; Gratzer et al., 2006; Reing et al., 2009). Since alterations to the ECM proteins play a key role in decreasing cell chemotaxis, the aforementioned effect of de-cellularization on basement membrane integrity would be expected to abolish such differential cell migratory behavior (Rieder et al., 2004; Gratzer et al., 2006; Reing et al., 2009). Indeed, studies in vascular (i.e., saphenous vein) tissues support this contention, showing that destruction of the basement membrane environment by SDS-decellularization eliminates the effect of BM in driving rapid cell migration (Lopera Higuita and Griffiths, 2020a). The ability of the intact basement membrane of AR vascular scaffolds to increase endothelial cell migration in vascular grafts is an extremely desired scaffold attribute due to the absolute need for rapid endothelial cell monolayer formation to avoid scaffold failure *via* a wide array of mechanisms, including thrombosis (Lopera Higuita and Griffiths, 2020b).

Intriguingly, the absence of basement membrane proteins in the NBM surface also modulated differential cell behavior on the cells seeded on this surface. The cells seeded on the NBM surface initiated the over-expression and secretion of human laminin, a behavior that was less prominent in the cells seeded on the BM surface. The increased human laminin secretion can potentially be attributed to the exposure of endothelial cells to structural collagens (e.g. collagen I), to which they are only exposed during vessel injury. After vessel injury, the endothelial cells react by overexpressing basement membrane proteins, including laminin to provide the substrate for endothelial cell migration into the wound to re-establish an intact endothelial cell layer (Iorio et al., 2015). Furthermore, the confounded necessity to produce their own basement membrane proteins is the likely explanation for their decreased proliferative capacity. To undergo mitosis cells, in general, significantly down-regulate their protein trafficking, making it unviable for laminin over-expression and cell proliferation to happen at the same time (Yeong, 2013). Therefore, the need for basement membrane secretion by the endothelial cells seeded on the NBM surface of the scaffolds likely inhibited cell division, resulting in a lower number of proliferating cells.

In addition to promoting the rapid endothelial cell monolayer formation, an ideal vascular scaffold should also modulate quiescence of the re-populated cells once a confluent monolayer is achieved. Surfaces which uncontrollably drive endothelial cell activation result in aberrant endothelial cell signaling, proliferation and/or infiltration, leading to failure by intimal hyperplasia, altered vascular tone, recruitment of inflammatory cells, and/or permanently altered vessel wall structure (McKavanagh et al., 2017). Laminin, along with other basement membrane and ECM proteins, play an important role in driving endothelial cell maturation from actively growing cells toward a quiescent state (van Dijk et al., 2020). Consequently, laminin integrity is expected to be the key to avoid failure by modulating endothelial cell quiescence. Laminin availability to endothelial cells seeded on the BM surface of the scaffolds likely modulated the observed apicobasal polarization (i.e., podocalyxin covering the apical cell membrane only). Conversely, seeding in the NBM surface resulted in failure of quiescent apicobasal endothelial cell polarization. Apicobasal polarization of endothelial cells is an important characteristic of achieved quiescent state and reflects the capability of endothelial cells to maintain the stability and integrity of the vascular wall (Lizama and Zovein, 2013). Additionally, the appropriate formation of an apicobasal polarization is known to be an absolute requirement for correct lumen organization in any type of vessel (Jaffe et al., 2008; Martin-Belmonte and Mostov, 2008). Furthermore, the expression and formation of adherence junctions between the endothelial cells is an absolute pre-requisite to forming this apicobasal polarization (Lampugnani et al., 2010). Endothelial cell adherence junctions are protein complexes that form in the cell–cell junctions and function as sites of cell attachment, signaling, and regulation of growth and apoptosis, as well as vascular homeostasis. Basement membrane proteins (e.g., Laminin) present in the BM surface of the scaffolds provided the appropriate environment and signaling to modulate endothelial cell expression and formation of adherence junctions as indicated by appropriate VE-Cadherin and β-catenin co-localization. Conversely, the lack of BM proteins in the NMB surface resulted in the lack of formation of adherence junctions and the resultant lack of apicobasal polarization. Failure to maintain apicobasal polarization is known to be associated with decreased Col IV and laminin production resulting in aneurysmal dilation and increased vascular permeability (Lampugnani et al., 2010). Finally, additional evidence of the quiescent endothelial cell phenotype for cells seeded on the BM surface was observed due to their capacity to secrete nitric oxide (NO) in higher concentrations than those cells seeded on the NBM surface or tissue culture plastic. NO is a soluble gas that aids in the control of a wide array of biological processes key for vessel homeostasis and normal endothelial cell function (Tousoulis et al., 2012). Its role in preventing vascular diseases is known to be so essential that significant efforts have been allocated into engineering vascular grafts with the capability of synthetically producing and/or releasing NO (Wang Z et al., 2015; Wang Y et al., 2015). Therefore, the capability of AR-scaffolds to naturally modulate endothelial cells to secrete NO is an important achievement toward the development of a small diameter vascular graft. Collectively, the ability of the intact basement membrane of AR vascular scaffolds to drive apicobasal polarization, adherence junction formation, and NO production demonstrate the capacity of such scaffold environments to promote endothelial cell quiescence.

Finally, in order to conclusively determine that the intact basement membrane of AR vascular scaffolds promotes endothelial cell quiescence in an unbiased manner, RNA-sequencing was performed to compare the transcriptome of scaffold-seeded cells to the transcriptomes of endothelial cells treated with either simvastatin or TNFα. Simvastatin, a member of the statin drug family, commonly prescribed to patients as a means to lower their cholesterol levels. However *in vitro*, simvastatin has previously been shown to improve endothelial cell function and potentially induce physiologic changes which reduce the risk of thrombosis development (Beckman and Creager, 2006). Conversely, TNFα is a potent pro-inflammatory cytokine, well known to modulate proliferative and inflammatory behaviors in endothelial cells (Rastogi et al., 2012). In this manner, a continuum between cellular quiescence and cellular activation was established. This was utilized to compare the transcriptional profile of endothelial cells seeded on the BM surface of AR-ECM venous scaffolds and determine how the BM surface influenced the cellular phenotype. It is important to point out that RNA sequencing for cells seeded on the NBM side of the scaffolds could not be performed due to the inability to extract non-fractioned RNA from cells when seeded on this surface. Following the bioinformatics analysis, several pieces of evidence were identified which confirmed that endothelial cells seeded on scaffolds adopted a phenotype more closely resembling simvastatin-treated, rather than TNFα-treated cells. Specifically, the unsupervised hierarchial clustering based on all identified significantly differentially expressed genes across all three treatment groups indicated that the scaffold samples had a similar transcriptional signature to the simvastatin samples, and a signature distinct from the TNFα group (Figure 4A). Furthermore, when compared head-to-head, gene set enrichment analyses for each of the three treatment groups indicated that scaffold-seeded cells had a similar magnitude and directionality of enrichment for various pathways as the simvastatin group, but opposite to that of the TNF*α* group. Additionally, many of the commonly enriched pathways between the simvastatin and scaffold groups were related to processes that are commonly down-regulated in quiescent cells. In particular, there was a strong negative enrichment in pathways relating to the cell cycle, programmed cell death, and metabolism in these two groups (Cho et al., 2019; Li et al., 2019). Conversely, however, these processes were positively enriched in the endothelial cells treated with TNFα (Figures 4E–G), consistent with the up-regulation of these processes upon cellular activation. Furthermore, tSNE clustering analyses demonstrated distinct differences between the TNFα-treated cells and the other three groups (as evidenced by PC1, which accounted for ∼80% of the variance). The main component driving the variance in PC1 is a strong up-regulation of the genes in the TNFα group, which are not up-regulated in the other three groups. An over-representation analysis (ORA) of these PC1 genes confirms this finding, as all 10 of the top 10 most enriched gene ontology-biological processes pathways are pro-inflammatory/regulated by TNF*α* (Figure 5C). Interestingly, PC2 (which explained the remaining ∼20% of the variance) showed a separation between the three groups seeded on tissue culture plastic and the cells which were interacting with the BM of AR vascular scaffolds (Figure 5A). Additionally, as suspected based on the tSNE clustering analysis, PC2 appears to be driven primarily between differences between the scaffold group and the other three groups which were seeded on tissue culture plastic (Figure 5D). In the same manner, an ORA of these genes indicated that half of the top ten (5/10) most enriched pathways were related to cellular chemotaxis/response to chemokines (Figure 5E). It is well established that the extracellular matrix is a reservoir for numerous cell signaling molecules which can modulate cell behaviors (Valiente-Alandi et al., 2016; Poltavets et al., 2018). The fact that cells interacting with AR ECM scaffolds would be enriched for pathways related to chemotaxis further demonstrates that the seeded endothelial cells are interacting in appropriate biologically relevant ways to the active components of ECM. Overall, these results indicate that hAECs seeded on the BM (luminal) side of AR ECM venous scaffolds respond to inherent ECM signals, mediating the observed cellular migration, proliferation, and quiescent phenotype.

## 5 Conclusion

The results in this manuscript indicate that the intact basement membrane proteins present in AR vascular scaffolds positively modulate a wide array of endothelial cellular processes resulting in the rapid re-cellularization and quiescent endothelial cell monolayer formation, which is known to be essential for vascular homeostasis. Therefore, we conclude that the retention of basement membrane proteins by tissue processing methods is essential for the success of small diameter vascular grafts. Due to the capability of AR to retain the macromolecular structure, organization, and composition of the proteins within the ECM scaffold, future work is required to separate the individual effects of each of the basement membrane protein’s macromolecular integrity and structure of the resultant surface on resultant endothelial cell responses.

## Data Availability

The dataset presented in this study can be found in online at GEO, accession number GSE199281,https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE199281.

# Supplementary material for: Basement Membrane of Tissue Engineered Extracellular Matrix Scaffolds Modulates Rapid Human Endothelial Cell Recellularization and Promote Quiescent Behavior After Monolayer Formation
**Source:** Front Bioeng Biotechnol. 2022 Aug 2;10:903907. doi: 10.3389/fbioe.2022.903907
**Supplement:** Supplementary file 1

Supplemental Material

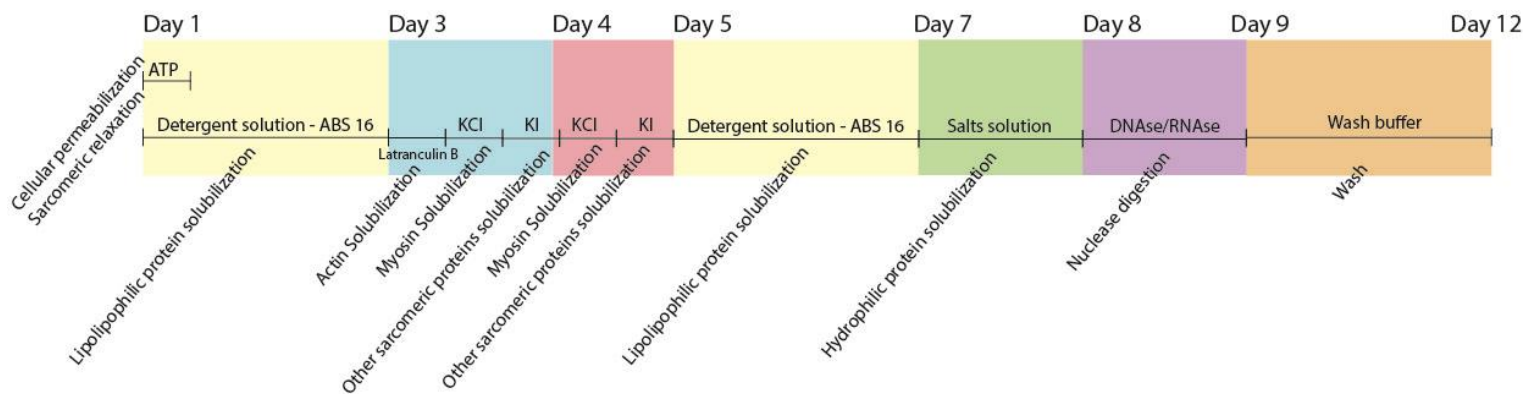

Supplemental Figure 1: Schematic of the Antigen Removal process. Cellular permeabilization and sarcomeric relaxation were achieved by incubation in lipophilic protein solubilization and Na-ATP two times for 30 min each. Relaxed veins were incubated in lipophilic protein solubilization solution for 48 h, followed by sarcomeric disassembly via incubation in Latrunculin B for 2 h, 0.6 M potassium chloride (KCl) for 2 h and potassium iodine (KI) for 2 h. The KCl and KI steps were repeated the next day, followed incubation in lipophilic protein solubilization solution another for 48 h and incubation in hydrophilic protein removal solution for 24 h. Finally, samples were incubated in nuclease digestion for 24 h and washout of 96 h.

How the deposited data were processed for this re-analysis (not part of the article)

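RNA of hAECs was sequenced in 24 libraries: 6 of cells on AR-scaffolds, and 6 each of untreated, simvastatin-treated and TNFα-treated cells on tissue culture plastic. The authors checked the reads with FastQC, aligned them to GRCh38 with STAR and counted reads per gene with HTSeq. The deposited table holds these raw read counts as deposited, not normalized, with 1 column per library and Ensembl identifiers for 64253 genes, while the methods name a RefSeq transcriptome. Versions of these tools, the strand setting of the counting and any filter on reads are not given in the methods. Of the gene names, 29 had been turned into dates, and genes were matched by identifier. Total counts per library ranged from 24342808 to 46344096. The SD is the spread between the 6 libraries of a group. The standard error of a log2 fold change is its absolute value divided by the square root of edgeR's quasi-likelihood F. That F uses estimates of spread that borrow from other genes.

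XIST, TSIX and the genes of the Y chromosome (617) were left out, which left 63636 genes. Each pair of groups was compared, 6 libraries against 6, over genes with at least 100 counts in at least 1 of the 12 libraries. Counts were scaled by TMM and tested with edgeR 4.0.16 (quasi-likelihood F test) in R 4.3.3, with Benjamini-Hochberg adjustment. Thresholds were an adjusted p of 0.05 and an absolute log2 fold change of 2. All adjusted p-values of single genes come from edgeR, and those of gene lists from camera in limma 3.58.1 with a preset correlation of 0.01 unless an estimated correlation is named. The 47 gene lists were written by hand before the data were examined. So were the comparisons, the rule for named genes and the alternatives, except those named below as chosen later or not planned. Of the 1374 listed genes, 1373 were found among the deposited counts. Lists with at least 3 tested genes were tested, which left 46.

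The rule for named genes took, in each comparison with control, the 10 largest increases and the 10 largest decreases among changed genes whose groups did not overlap, the 4 genes with the smallest p in each list, the genes the paper names and the 10 largest loadings of PC1 and PC2. Genes outside it are said to be chosen after their values were seen.

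Libraries were clustered by average linkage on Euclidean distances of z-scores of log2(CPM + 1) over changed genes. Principal components were computed in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1) from log2(CPM + 1), centred on each gene, of the 1000 genes with the largest coefficient of variation among the 13377 genes with at least 100 counts in any library. Lists among the 100 largest loadings were tested with one-sided Fisher's exact tests against those 1000 genes. The paper's t-SNE was not repeated.

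Alternatives were DESeq2 1.42.0, edgeR's likelihood ratio and exact tests, RLE size factors, other count minimums and fold limits, a fit of all 24 libraries, the replicate number as a block, leaving out each library, fry, preranked GSEA with fgsea 1.28.0, and other distances, scales and gene numbers. The test was run on simulated data with 200 changed genes, and 20 simulated unchanged groups that share the controls were compared. The MSigDB and WebGestalt gene sets of the paper were not at hand, so its pathway counts were not recomputed.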

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

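The tests on mitochondrially encoded transcripts were chosen only after the result was seen. Of 270 groups of 6 libraries examined, 8 held a library far from the others, where chance gives about 1 in 20. The groups covered the named genes and, in each condition, total counts, the mitochondrially encoded share and the PC1 and PC2 scores. All 8 belonged to named genes. Each is given with the gap to the nearest library as a share of the group's range. The low library was at 1.15 CPM of ELN on the scaffold (0.686), at 31.1 CPM of HMGCS1 in control (0.658) and at 45.99 CPM of SOD2, a superoxide dismutase, in control (0.671). The high library was at 548 CPM of PGK1, a glycolytic kinase, in control (0.720), at 1.14 CPM of NPPC, a natriuretic peptide, in control (0.636), at 1925 CPM of CCL2 with TNFα (0.673), at 87.9 CPM of CASP7 with TNFα (0.772) and at 0.857 CPM of ACKR1 on the scaffold (0.640).

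Several gene lists outside the pathways that the paper discusses passed camera's test against control; each is given as its median log2 fold change. On the scaffold these were cholesterol synthesis (-0.41), YAP/TEAD and SRF targets (-0.095), heat shock proteins (-0.48), mitochondrially encoded transcripts (0.85), endothelial identity (0.28) and venous markers (0.44), and none passed with an estimated correlation. With simvastatin these were cholesterol synthesis (0.38), YAP/TEAD and SRF targets (-0.71), tip cell genes (-0.14), immediate early genes (0.68), endothelial identity (0.34), smooth muscle markers (-0.32) and fibroblast markers (0.44), of which the first 3 passed with an estimated correlation. With TNFα these were leukocyte adhesion (0.25), cholesterol synthesis (0.24), tip cell genes (0.37), immediate early genes (0.43) and endothelial identity (-0.32), of which leukocyte adhesion passed with an estimated correlation.

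Mitochondrially encoded transcripts were higher on the scaffold than in control. All 13 rose, so the rise was not confined to a few of these genes. That is the observation itself and was known when the test was chosen, so it adds no separate support. How much of the gain in counts each gene brought was not tested. The nuclear-encoded respiratory chain subunits had a median log2 fold change of -0.094 (12 of 45 rose and 22 fell). A loss of cytoplasmic RNA would lower these RNAs too, so they cannot decide whether there were more mitochondria per cell, which stays open. Loss of cytoplasmic RNA from damaged cells remains a candidate explanation: RNAs kept in the nucleus rose too, with a median log2 fold change of 1.35 (4 of 5 rose). Whether such a loss accounts for other changes on the scaffold, those of the gene lists included, was not tested. The paper states that cells on the non-basement membrane side were not sequenced because non-fractioned RNA could not be obtained from them. It gives no RNA quality values for the libraries used here, so a difference in RNA quality between scaffold and plastic could not be examined. An effect of the scaffold surface on the cells was not tested and stays open, since surface and group coincide. A sham treatment, which the labels name for the control group, would coincide with group as well.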

How the results depend on the processing

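All 730 alternatives run for the 146 named genes and comparisons kept direction and side of the threshold on adjusted p. They covered DESeq2, RLE normalization, filterByExpr, the replicate block and the fit of all 24 libraries. The settings with no count filter and with 100 counts in every library were not compared for named genes. Many of these genes were named for large fold changes or small p, so agreement was likely in advance and is a weak check. Of 312 alternatives for 52 list results, 265 did, 39 were weaker, 4 stronger and 4 reversed. The settings without mitochondrially encoded genes (65, 95 and 332 changed genes on the scaffold, with simvastatin and with TNFα) were chosen after seeing the data. For the genes changed in all comparisons, the fit of all 24 libraries was not planned in advance. Causes were not tested, except that fewer or more genes are tested under other count minimums. Leaving out each library gave 61 to 76, 89 to 99 and 318 to 336 changed genes. Other splits of the same libraries (100 of 462 per comparison) never reached the real count, so 1 of 100 did, the real one. The other splits mix libraries of both groups, which widens the spread within each side, so they could hardly yield many changed genes. The smallest share possible was 1 of 100. The splits therefore do not exclude chance and say nothing of other cultures, and the spread within a group may be technical. Against control, the counts were 64 against at most 2 (scaffold), 95 against 15 (simvastatin) and 330 against 4 (TNFα). Between treatments they were 137 against 11 (scaffold against simvastatin), 584 against 27 (scaffold against TNFα) and 549 against 40 (simvastatin against TNFα).

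In the same order of 6 comparisons, changed genes numbered 755, 535, 1088, 684, 2147 and 1755 at a log2 fold change of 1, 817, 539, 1203, 754, 2311 and 1948 with no count filter, 153, 148, 510, 237, 938 and 837 with filterByExpr, and 16, 27, 112, 24, 186 and 175 with 100 counts in every library. With no fold limit, 9771, 7715 and 7843 genes passed against control. The union of 450 became 1952, 2247, 727 and 148 under these 4 settings, and the 4 genes changed in all comparisons became 56, 30, 10 and 0.

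Lists past the test on the scaffold, with simvastatin and with TNFα (24, 20 and 15) numbered 0, 6 and 6 with an estimated correlation and 43, 36 and 37 with fry, which does not compare a list with other genes. Mitosis had adjusted p = 0.2215, 0.08274 and 0.5547 with an estimated correlation, and glucose metabolism 0.327 (scaffold) and 0.2268 (simvastatin). Programmed cell death passed fry on the scaffold (adjusted p = 4.911e-07). With simvastatin its direction, higher at an adjusted p of 0.9549, turned to lower with GSEA (0.8825), fry (0.03558), filterByExpr (0.983) and the replicate block (0.9821). Replicate numbers gave no clear pairing of the libraries: between groups, 0, 0, 1, 1, 0 and 0 of 6 libraries correlated best with their own number. The mean correlation of libraries with the same number ran from -0.3309 (scaffold and TNFα, 0.06407 for other numbers) to 0.1504 (control and TNFα, -0.02883 for other numbers). Some structure tied to the number is therefore not excluded. With the replicate block, 63, 95 and 332 genes changed.

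The correlation of simvastatin and TNFα fold changes was -0.02701 with 100 counts in every library (-0.06991 otherwise). Scaffold libraries lay 25.8% further from simvastatin than from control, 9.4% with Pearson distance, 32.2% over the scaffold and simvastatin genes and -7.723% over all genes. PC1 held 73.8% of the variance, 77.45% with unlogged CPM, 64.96% with unit variance, 77.39% and 70.38% with 500 and 2000 genes, 24.54% with no count filter and 70.76% to 75.11% without 1 library. PC2 held 16.1%, 21.29% with unlogged CPM, 20.21% with unit variance and 14.88% to 18.21% without 1 library. With no count filter, 0 of the top 100 genes of PC1 were highest with TNFα and 0 of PC2 on the scaffold or with simvastatin. Of the PC2 genes, 41 were highest on the scaffold with unit variance (25 in the main setting). With unlogged CPM, 21 were highest with simvastatin (66 in the main setting) and 56 with TNFα (8 in the main setting). Over-represented lists numbered 5 (unlogged CPM), 4 (unit variance) and 0 (no count filter) for PC1, and 2 with unlogged CPM for PC2.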

Differences from the paper's values

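The gene counts and the shares of PC1 and PC2 that the paper states differed from the recomputed values by less than 1.5 times at the paper's thresholds and with a count minimum before genes were ranked for the components. The paper names no count minimum for that ranking; with no count filter, PC2 held 39.92% of the variance of the first 2 components, and the paper's value is 20.12%. The paper's pathway counts were not recomputed. The paper names ACP5 among the genes changed in all 3 groups. Its log2 fold change on the scaffold was 1.994, under the limit of 2, while CXCL8, FST, NOV and ST6GALNAC1 passed. ACP5 passed in all 3 comparisons with DESeq2, with RLE normalization and with all 24 libraries in one fit, the last of which was not planned in advance.

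The paper describes a positive enrichment of mitosis with TNFα, whereas 59 of 70 mitosis genes fell and none rose (camera adjusted p = 3.51e-07, adjusted p = 0.5547 with an estimated correlation). It describes a negative enrichment of programmed cell death on the scaffold and with simvastatin, where the list did not pass camera's test (adjusted p = 0.139 and 0.955) or preranked GSEA, the method of the paper (0.1331 and 0.8825, lower in both). It passed fry, lower in both (4.911e-07 and 0.03558), which tests the list against no change and not against other genes; with simvastatin 14 of its genes rose and 14 fell. It describes a positive enrichment of glucose metabolism with TNFα, where the list did not pass (adjusted p = 0.977). The lists used here are not the gene sets of the paper. The fall of mitosis and glucose metabolism genes on the scaffold and with simvastatin, and the rise of cell death genes with TNFα, had the directions the paper gives.

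The paper describes PC2 as separating the scaffold from the 3 groups on plastic. All 6 scaffold libraries did lie apart, and simvastatin lay apart on the opposite side (16.9 against -19.0), with control and TNFα between. Both groups also lay apart with each gene scaled to unit variance, with 500 or 2000 genes and with log2(CPM + 0.25). With unlogged CPM no group lay apart and control was opposite the scaffold (3843 against -4019, simvastatin 2413). With no count filter no group lay apart, and the group means ran only from -0.0281 to 0.0659. The paper finds a less distinct pattern in the pathways of PC2 than in those of PC1, and relates part of the leading ones to chemotaxis and chemokines. The chemokine list used here was not over-represented, with 2 of 18 genes among the top 100 (adjusted p = 1). A legend of the paper describes PC2 as driven mostly by genes up-regulated on the scaffold. Of the top 100 genes of PC2 here, 25 were highest on the scaffold and 66 with simvastatin, and 43 were lowest on the scaffold. All 6 scaffold libraries lay above all others in 24 of these genes and below them in 13. The text and a legend of the paper give different values for the share of PC2.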

Other observations

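The tests on bovine RNA, genomic DNA as a source, shared controls, cell division genes and gene length were chosen only after the results were seen. Genes of proteins that the paper stained, and NOS3, whose product makes the nitric oxide it measured, passed an adjusted p of 0.05 in the comparisons given here except LAMC2, all below the log2 fold limit of 2. These are RNA levels of hAECs compared with control cells on plastic. The paper's stains of seeded cells compared the basement membrane side of the scaffold with its other side, and its nitric oxide came from HUVECs. The values below therefore do not test those results. NOS3 rose on the scaffold from 136 ± 13.4 to 249 ± 38.0 CPM and with simvastatin from 137 ± 13.5 to 423 ± 89.6 CPM (SD, n = 6 each). VWF, the von Willebrand factor, which the paper does not discuss, rose on the scaffold from 2186 ± 240.3 to 6612 ± 532 CPM (SD, n = 6 each). Of 9 tested laminin chain genes, 7 rose on the scaffold (LAMA2, LAMA3, LAMA4, LAMA5, LAMB1, LAMB2 and LAMC1, log2 fold changes of 0.95, 0.42, 0.34, 1.34, 0.20, 0.71 and 0.26), LAMB3 fell (-1.30) and LAMC2 did not pass (-0.14, adjusted p = 0.423); LAMA2, LAMA3, LAMB2 and LAMB3 were chosen after their values were seen. The collagen IV genes COL4A1 and COL4A2 had log2 fold changes of 0.22 and 0.61 on the scaffold. COL4A1 was lower with simvastatin (-0.35) and higher with TNFα (1.29). PODXL, an apical sialomucin, was lower on the scaffold (-0.37) and higher with simvastatin (0.70) and TNFα (0.48). CDH5, the endothelial cadherin, and CTNNB1, which encodes β-catenin, had log2 fold changes of 0.16 and 0.23 on the scaffold.

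KLF2 and KLF4, chosen here after their values were seen, were lower on the scaffold than in control, with log2 fold changes of -1.07 and -1.21 (standard errors 0.11 and 0.14, edgeR adjusted p = 1.73e-07 and 5.34e-07). EMCN, an endothelial sialomucin, rose on the scaffold (0.80) and fell by 2.47 on the log2 scale with TNFα.

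Noncoding and pseudogene transcripts were frequent among genes higher on the scaffold, many of which reached the count minimum only through scaffold libraries. Genomic DNA as the source of the 11 noncoding genes is argued against by olfactory receptor genes, which it would cover as evenly: in the highest scaffold library they were at 0.00217 CPM per kb, 0.0114 times the smallest gain per kb of the 11. Traces of genomic DNA cannot be told apart from none, since the summed CPM of these 384 genes was low and spread widely (0.581 ± 0.208 on the scaffold and 0.527 ± 0.0845 in control, SD, n = 6 each, 1.10 times, and 1.68 times in the highest library), nor can bovine RNA, since 4 of 6 vein wall genes were tested (1 rose and 2 fell) and the outcome set for it needed 5 that rose. More unspliced RNA cannot be told apart from other explanations: genes annotated as sense intronic had a median log2 fold change of 0.27, between the values set for and against it. An effect of the surface was not tested.

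Scaffold and simvastatin fold changes went together over all genes. Spread between the control libraries that both comparisons share is argued against as the whole source by a covariance of 0.0964 or more with split controls, against 0.00312 in simulated unchanged groups. A feature common to all control libraries stays in both splits, so the split cannot argue against it as a source. Without the 154 genes of the cell division and DNA lists, of 12790 genes, the covariance was 0.1095, so those genes alone do not account for it. Genes outside the lists that follow cell division were not removed, so a wider part of cell division was not tested. A trend with gene length is argued against by a covariance of the fitted trends of 0.000438, against 0.115 for the fold changes. A response common to both treatments stays open as a hypothesis and was not tested.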
